# Systems Biology Analysis of the Antagonizing Effects of HIV-1 Tat Expression in the Brain over Transcriptional Changes Caused by Methamphetamine Sensitization

**DOI:** 10.3390/v12040426

**Published:** 2020-04-09

**Authors:** Liana V. Basova, James P. Kesby, Marcus Kaul, Svetlana Semenova, Maria Cecilia Garibaldi Marcondes

**Keywords:** transgenic Tat mouse, methamphetamine, transcriptome

## Abstract

Methamphetamine (Meth) abuse is common among humans with immunodeficiency virus (HIV). The HIV-1 regulatory protein, trans-activator of transcription (Tat), has been described to induce changes in brain gene transcription that can result in impaired reward circuitry, as well as in inflammatory processes. In transgenic mice with doxycycline-induced Tat protein expression in the brain, i.e., a mouse model of neuroHIV, we tested global gene expression patterns induced by Meth sensitization. Meth-induced locomotor sensitization included repeated daily Meth or saline injections for seven days and Meth challenge after a seven-day abstinence period. Brain samples were collected 30 min after the Meth challenge. We investigated global gene expression changes in the caudate putamen, an area with relevance in behavior and HIV pathogenesis, and performed pathway and transcriptional factor usage predictions using systems biology strategies. We found that Tat expression alone had a very limited impact in gene transcription after the Meth challenge. In contrast, Meth-induced sensitization in the absence of Tat induced a global suppression of gene transcription. Interestingly, the interaction between Tat and Meth broadly prevented the Meth-induced global transcriptional suppression, by maintaining regulation pathways, and resulting in gene expression profiles that were more similar to the controls. Pathways associated with mitochondrial health, initiation of transcription and translation, as well as with epigenetic control, were heavily affected by Meth, and by its interaction with Tat in anti-directional ways. A series of systems strategies have predicted several components impacted by these interactions, including mitochondrial pathways, mTOR/RICTOR, AP-1 transcription factor, and eukaryotic initiation factors involved in transcription and translation. In spite of the antagonizing effects of Tat, a few genes identified in relevant gene networks remained downregulated, such as sirtuin 1, and the amyloid precursor protein (APP). In conclusion, Tat expression in the brain had a low acute transcriptional impact but strongly interacted with Meth sensitization, to modify effects in the global transcriptome.

## 1. Introduction

Human immunodeficiency virus (HIV) infection remains a modern challenge and in United States there over one million people infected who are living longer due to treatments with antiretroviral drugs [1]. However, the incidence of neurological disorders associated with HIV infections remains high and is aggravated by comorbidities, such as substance use disorders [2]. The interaction between the virus and its host cells is a combination of transcriptional regulatory mechanisms that benefit the virus, but also affect host gene transcription. The presence of comorbidities such as drug abuse, provides an increased complexity, which needs to be understood in order to address an increasingly high segment of the HIV-infected population. The identification of gene expression signatures through transcriptional profiling and systems biology strategies empower such an understanding and offer mechanistic insights for novel hypotheses.

Of all the drug abuse comorbidities, methamphetamine (Meth) use is one of the most prevalent among humans infected with HIV [3,4,5]. The impact of neurotoxic effects of both Meth and HIV on the brain are well documented [6,7]. However, studies are limited on brain adaptations during the early stages of Meth use and interaction with HIV infection. Modeling HIV neurological disease, and especially the effects of the interaction between HIV and substance use, has been a challenge due to logistical and technical difficulties associated with studying humans, particularly Meth users. Several small animal models have attempted to mimic specific aspects of neuroHIV by driving the expression of the virus or its proteins, or by using viral constructs that can infect mice [8,9,10,11,12,13,14], which all together support the notion that HIV viral products contribute to neuropathology, and affect reward deficits and drug dependence [15,16,17]. The potent effects of HIV proteins in vitro, particularly gp120 and the trans-activator of transcription (Tat), have driven the rationale for the development of small rodent models expressing either one of these proteins, or all HIV proteins, throughout the body or with expression restricted to the brain [5,18,19,20,21]. No small animal model has been able to fully replicate the effects of active infection; most have limitations regarding the significance of the cells expressing the protein, molecular mechanisms, and side effects. The ability to isolate components of the infection argues for the value of each model, especially for examining specific pathways leading to neurological dysfunction. The conditional induction of HIV proteins in brain cells, such as in the doxycycline-driven expression of HIV Tat in astrocytes [18], is a mouse model that could be able to time neurotoxic insults, and mimic the early phases of HIV in the central nervous system (CNS).

Evidence of the presence of viral Tat protein in the CNS of HIV+ human subjects has mostly been indirect and based on the detection of Tat mRNA in the brain of infected subjects [22], the detection of Tat-specific antibodies in cerebrospinal fluid (CSF) [23,24], or of CD4 T cell response patterns that are in agreement with the effects of Tat in vitro [25]. It has been reported that throughout the chronic phase of an infection with the simian immunodeficiency virus (SIV) in rhesus macaques, anti-Tat CD8 T cells persist in the brain but not in the periphery [26,27]. We have also found that Tat-independent mechanisms perpetuate an early response to these proteins [27], additionally, Tat becomes elevated in the CSF of infected subjects [25]. Furthermore, there is evidence of Tat secretion [28], with effects activating and modifying host cells, including innate immune cells, neurons, and astrocytes [29,30,31,32]. We have shown that Tat acts on host cells in vitro, by activating genes involved in inflammation [29]. The effects of Tat in vivo, and its interactions with Meth exposure, can be tested in mice expressing Tat in the CNS to model neuroHIV [18].

Transgenic mice that express the Tat protein, in the brain, under the glial fibrillary acidic protein (GFAP) promoter, and inducible by treatment with doxycycline, show similar signs of neuropathology to what is observed in HIV-infected humans, including gliosis, neuroinflammation, and neuronal loss [18,33,34], and therefore paralleling aspects of neuroHIV. Tat expression in these Tat transgenic animals’ brains was determined to be in the range of 1–5 ng/mL, leading to homogeneous levels of astrocytosis [33]. This model has been instrumental in behavioral studies involving drug-induced sensitization, with Tat-induced dysfunctions in dopaminergic neurotransmission [35,36,37,38,39,40] which can lead to alterations in reward function [36,41,42].

In this present study, we have used the inducible Tat transgenic mouse model to investigate if and how HIV-1 Tat expression in the brain, which impacts Meth-induced locomotor sensitization and dopaminergic responses [43], disturbs more global gene expression patterns following the Meth challenge. The sensitization paradigm has been extensively studied under the premise that early exposures to drugs of abuse increase the magnitude of later drug-stimulated responses [44], with significant consequences to locomotor behavior and the dopaminergic system, which we described in [43]. During the acquisition phase, the animals received repetitive low-dose injections of Meth or saline, followed by a washout period, and then a challenge with the drug. Typically, the animals that received Meth during the acquisition phase had a peak of high locomotor activity after the challenge, while the animals that received saline during the acquisition phase did not show increased motor behaviors at the Meth challenge, as previously described in the same animals examined in [43]. Importantly, animals that expressed Tat in the brain and that received Meth during the acquisition phase had a significantly higher peak of locomotor activity as compared with animals that did not express Tat [43].

We hypothesized that, as in humans and in vitro, the interaction between Tat expression and Meth locomotor sensitization would cause the activation of a large number of genes that could contribute to neurological disease and inflammation. To test this hypothesis, we used our previous experience using systems biology approaches, to conduct an overview of gene expression patterns in the brains of Meth-sensitized animals challenged with Meth or Saline, and on the induction of HIV Tat protein expression in the CNS. After withdrawal, all animals were challenged with the drug. As described previously, Meth sensitization caused an increase in locomotor activity, and this was further increased in animals expressing Tat, while saline sensitization did not have that effect [43]. We have focused our analysis on the caudate putamen that is a region with dopaminergic projections which, in humans, is significantly impacted by HIV and also by drug abuse [45,46,47]. Our results challenged the original hypothesis, showing that the impact of Tat expression in the context of Meth sensitization resulted in mild global transcriptional changes and signatures. We analyzed these changes in detail in order to estimate the impact of Tat alone, of Meth sensitization alone, and of their interaction, and the implications of stronger signatures to pathogenesis. The results provided a different perspective on the effects of Meth and the viral protein Tat on transcriptional responses caused by Meth.

## 2. Materials and Methods

### 2.1. Animals

We tested a total of 20 male mice (3 to 5 months old), i.e., 10 containing the GFAP promotor-controlled tetracycline (Tet)-binding protein (Tat−) and 10 containing both the GFAP promotor-controlled Tet-binding protein and the (tetracycline responsive element) TRE promotor-Tat protein transgene (Tat+). Inducible Tat transgenic mouse colonies with a C57BL/6J background were obtained by the generation of two separate transgenic lines, Teton-GFAP mice and TRE-Tat 86 mice, and then cross-breeding of these two transgenic mouse lines, as previously described [18]. The mice were housed in groups of 2 to 4 in a humidity- and temperature-controlled animal facility on a 12/12 h reverse light/dark cycle (lights off at 7 a.m.) with ad libitum access to food and water. All experiments were conducted in accordance with the guidelines of the American Association for the Accreditation of Laboratory Animal Care and National Research Council’s Guide for the Care and Use of Laboratory Animals and approved by the University of California San Diego and San Diego Biomedical Research Institute Institutional Animal Care and Use Committees (BHR-17-001).

### 2.2. Doxycycline Regimen

All mice, 10 containing the GFAP promotor-controlled tetracycline (Tet)-binding protein (Tat-) and 10 containing both the GFAP promotor-controlled Tet-binding protein and the (tetracycline responsive element) TRE promotor-Tat protein transgene (Tat+), were treated with a doxycycline regimen (doxycycline hyclate; Sigma, St. Louis, MO, USA) of 100 mg/kg, intraperitoneally, once a day for 7 days (after locomotor testing), beginning in the evening (5 PM) before the Meth acquisition phase. This regimen was based on the previously demonstrated efficacy of Tat induction of doxycycline at this dose [48,49]. Tat expression was significantly attenuated 14 days after the termination of doxycycline treatment [49]. Only mice containing both the GFAP promotor-controlled Tet-binding protein and the TRE promotor-Tat protein transgene (Tat+) generated Tat protein after doxycycline administration.

### 2.3. Methamphetamine-Induced Sensitization

All the mice underwent the Meth or saline-induced sensitization procedure and were tested behaviorally for locomotor activity, which has been published [43].

The administration procedure consisted of seven consecutive days of intraperitoneal injection with either saline (0.9% Sal) or 2 mg/kg Meth (methamphetamine hydrochloride; Sigma), with doxycycline administered at least 1 h after locomotor testing. The Meth doses were selected based on the literature [50,51]. There were four experimental groups, with 5 mice per group, as follows: (1) Tat-negative (−)/Sal, (2) Tat+/Sal, (3) Tat−/Meth, and (4) Tat+/Meth. After a 7-day abstinence period, all animals were challenged with a single dose of 1 mg/kg of Meth, and brains were harvested for analysis 1 h after the challenge.

### 2.4. Brain Harvest

Mice were euthanized 30 min after completing the locomotor challenge (1 h after injections of Meth). Following perfusion with ice-cold PBS containing 0.2% EDTA, brain samples were rapidly dissected, and samples frozen on dry ice and stored at −80 °C until analysis. The dissected caudate-putamen region was used for microarray and quantitative polymerase chain reactions (qPCRs). Other dissected regions, such as the nucleus accumbens and ventral tegumental area, were used for neurochemical and molecular analyses, and the results for that have been published [43].

### 2.5. Gene Expression Array

RNA from the brain was extracted from the caudate putamen using a Qiagen RNeasy Mini kit (Qiagen, Germantown, MD, USA). The integrity of the extracted RNA and the total RNA concentrations were examined in an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). The global expression of genes was measured using the Agilent microarray service, performed by Phalanx Biotech (San Diego, CA, USA). RNA was labelled using a Cy5 dye Turbolabelling kit (Thermofisher Scientific, Waltham, MA, USA) following the manufacturer’s instructions. A total of 4 µg Cy5-labeled RNA targets were hybridized to Gene Expression v2 4 × 44K Microarrays (Agilent Technologies, Santa Clara, CA, USA), and analyzed according to the manufacturer’s protocol. Following the hybridization, fluorescent signals were scanned using an Axon 4000 (Molecular Devices, Sunnyvale, CA, USA). Five replicates per condition were used. Microarray signal intensity of each spot was analyzed using the GenePix 4.1 software (Molecular Devices, Sunnyvale, CA, USA). Each signal value was normalized using the R program in Limma linear models package (Bioconductor 3.2, https://bioconductor.org).

Gene expression was calculated by loading raw data into ArrayStudio (Omicsoft Corporation, Cary, NC, USA), with the first filter based on a built-in analysis of variance (ANOVA), as well as a *t*-test, applied to fold changes between experimental and control conditions. Significant changes had a *p* value < 0.05. In addition, maximum least-squares (Max LS) mean of 6 and a false discovery rate by the Benjamini–Hochberg correction (FDR_BH) of <0.01 were applied. Using this method, genes that were found with raw *p* values < 0.05 and where the FDR_BH did not reach <0.01 were discarded. The genes were further filtered to express a robust above or below 3-fold significance, above background, gene expression change.

### 2.6. Systems Approach

Principal component analysis (PCA) and hierarchic clustering of total gene expression data were performed using BioVinci (Biotouring, San Diego, CA, USA). Comparisons between assigned experimental groups were performed with a cutoff on two-fold expression changes, up or down. Pathways and processes with overrepresentation in assigned group comparisons were identified based on Z-score transformation [52,53], calculated from the raw values in Ingenuity Pathway Analysis (IPA) (Qiagen Bioinformatics, Redwood City, CA, USA). These transformed values were saved in .xls and .txt formats to be used as an attribute list for visualization. Gene network interactions were identified using Genemania [54] as an application in Cytoscape 3.7 (National Resource for Network Biology, National Institute of Health, USA, http://www.cytoscape.org) [55], and confirmed using Biogrid *Mus musculus* version 2017-07-13 interaction database [56] as a base network. Interactions identified in Genemania were filtered to include pathway, physical and genetic interactions, and shared protein domains in edges attributes. Functional annotations were verified by analyzing networks using BINGO plugin [57], uploaded into Cytoscape as application, which provides access to Gene Ontology (GO) terms (http://geneontology.org/page/go-enrichment-analysis) databases. Transcriptional factor usage predictions associated with significantly changed genes were performed by the following two ways: (1) by applying the Match algorithm in TRANSFAC 4.0 [58,59] (http://www.portal.geneXplain.com/TRANSFAC) or (2) by using iRegulon [60] as a plugin application in Cytoscape. The use of each method is described in the text of the Results Section. The TRANSFAC database was accessed using a licensed computer for predicting transcription factor binding motifs frequency, and building nucleotide positional weight matrices, searched in the complete dataset, and in one-by-one comparisons assembled in individual .xlm documents, and containing identifiers such as gene name, and accession numbers. The data was loaded into the gene-level microarray feature, selecting *Mus musculus*, with EntrezGeneID as the identifier, fold changes, and FDR_BH *p* values as observations. Fold change observations that were upregulated were cut off to above 3-fold, with background selected as the non-change set from the same experiment set. Default analysis parameters were pre-grouped vertebrate non-redundant matrices, with selected TRANSFAC database version 2018.3, *p* < 0.01, with a false positive minimizing setup, and high-quality matching within −500 and +100 binding pairs relative to the transcription starting site. Matrix summaries and sequence details were exported and saved as .txt. Following the identification of significant transcription factor motifs based on high score matrices, a reverse analysis of target genes was performed using the TRANSFAC-based custom build search for genes exhibiting the identified individual and combined transcriptional factor binding motifs, which generated a list that was further examined in Pathfinder link, and visualized in Cytoscape, using Genemania plugin. In addition, target-gene networks were generated in iRegulon for each of the most significant predicted transcription factors, and merged redundancy detection. Annotations in .txt format were loaded into these networks for visualization of the effect of different conditions. Figure captions describe visualizing codes.

### 2.7. RT-PCR

Gene expression validations of interest were performed on RNA from biological replicates, extracted using Qiagen kits, and reverse transcribed using SuperScript III Reverse Transcriptase (Invitrogen, Waltham, MA, USA). Primers for RT2 qPCR were purchased from Qiagen (Valencia, CA, USA), for SIRT1 (catalog number PPH02188A-200) and APP (catalog number PPH05947A-200). PCRs were performed using RT² SYBR Green ROX FAST Mastermix (Qiagen) in a 7900HT Fast Real-Time PCR System with Fast 96-Well Block Module (Applied Biosystems, Foster City, CA, USA) with an SDS Plate utility v2.2 software (Applied Biosystems). The results were normalized to the geometric mean of both glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and 18S ribosomal RNA housekeeping genes, with PrimeTime qPCR assay oligomers (catalog numbers Hs.PT.39a.22214836, and Hs.PT.39a.22214856, respectively, Integrated DNA Technologies, San Diego, CA, USA).

### 2.8. Statistical Analyses

Global transcriptional volume was estimated by the sum of all fold changes in Excel platform. Data were analyzed in IBM SPSS Statistics 20 using ANOVA, with Tat, Meth, and interactions, as well as the between-subject factors, (Armonk, NY, USA). The a priori hypothesis was that Meth alone would have a large effect as compared with Tat expression, but the combination of both would result in the largest magnitude of change. When appropriate, post hoc comparisons were performed using Bonferroni’s test. Differences were considered statistically significant at *p* < 0.05.

## 3. Results

### 3.1. General Findings

The transcriptional profiles in the brains were characterized using an Agilent mouse gene expression platform. 

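The 20 arrays were re-analysed from the spot intensity values deposited by the authors. There are 4 groups of 5 mice. By the methods, every mouse received doxycycline at 100 mg/kg with saline or 2 mg/kg Meth for 7 days, then 7 days of abstinence and a challenge with 1 mg/kg Meth. The methods give caudate putamen taken 1 h after the challenge from mice 3 to 5 months old. The sample labels instead give the left brain hemisphere, 24 h after the last injection, and an age of 6 to 7 weeks. Background-subtracted signals were scaled to the 75th percentile of each array and taken as log2 values. The brightest probe stood for its gene, and 15102 genes had a mean of at least 6 in at least 1 group. Groups were compared with limma in a fit of all 4 groups, and a gene is called changed below at a Benjamini–Hochberg adjusted *p* under 0.05 with a change above 2-fold. These settings, the gene families and the rule for the genes named were fixed before the data were examined.

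Before scaling, the 75th percentile of the arrays had a median of 9.76 log2 units in Tat−/Meth (range 9.64 to 9.79), 10.16 in Tat−/Sal (9.92 to 10.33), 10.04 in Tat+/Meth (9.95 to 10.24) and 10.04 in Tat+/Sal (9.75 to 10.21). The median share of probes well above background was 57.7% (56.4 to 70.9), 64.4% (56.9 to 68.1), 60.4% (56.6 to 67.3) and 58.3% (55.4 to 61.3), in the same order. All 5 Tat−/Meth arrays lie on slide 1, which holds no other group. Slide 2 holds the 5 Tat−/Sal arrays and 3 Tat+/Meth arrays, and slide 3 holds 2 Tat+/Meth arrays and the 5 Tat+/Sal arrays. Every comparison with Tat−/Meth is therefore also a comparison of slide 1 with other slides. The log2 signal of the bright corner control spots, which does not depend on mouse RNA, was 14.67 to 15.06 on slide 1 and 16.79 to 17.44 on the other slides. Spike-in probe n9, the one that differed most, had 16.49 to 16.76 on slide 1 and 17.77 to 18.05 on the others.

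**Figure D1:**
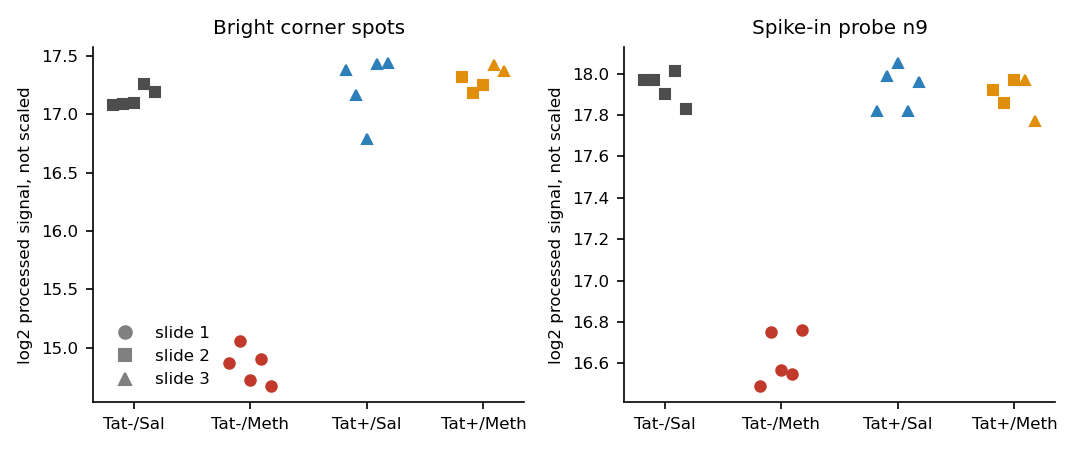
Control spots on the 20 arrays by slide: log2 signal, before scaling, of the bright corner spots and of spike-in probe n9.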

Critical genes were validated by qPCR, in the mRNA extracts from animals that were Tat− and received saline as the vehicle during the acquisition phase (Tat−/Sal), Tat− and received Meth (Tat−/Meth), Tat+ and received saline (Tat+/Sal), and Tat+ and received Meth (Tat+/Meth), as described in methods.

Group differences in gene expression patterns were filtered by the FDR_BH *p* value, with alpha 0.05. This revealed signature genes that characterize the effects of Tat expression, of Meth, and of their interaction on gene expression. The Tat−/Meth mice were dramatically different from the other groups (Figure 1); these were characterized by an overall suppression of gene expression patterns normalized to the average of combined probes, with segregation visualized in a heat map (Figure 1A), and confirmed by the calculation of global transcriptional volume based on the sum of all group-averaged fold changes (Figure 1B), and by PCA (Figure 1C), without excluding outliers. 

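The global transcriptional volume was recalculated as the sum over genes of each array's value divided by the mean of that gene over all arrays. It was 15682 ± 503 in Tat−/Meth, 14871 ± 151 in Tat−/Sal, 14840 ± 209 in Tat+/Meth and 14823 ± 93 in Tat+/Sal (mean ± SD, n = 5 each). Tat−/Meth was thus 5.5% above Tat−/Sal (exact two-sided permutation *p* = 0.00794, the smallest value possible for 5 against 5, 0.0159 after adjustment over the 6 pairs of groups) in the values scaled here. The direction depends on the scaling: without scaling the volume fell by 21.7% in Tat−/Meth. In a principal component analysis of the log2 values the first component held 55.9% of the variance and the next 7.3%. On the first component Tat−/Meth lay at 57.4 ± 7.4, and the other means were −16.7 ± 3.6 (Tat−/Sal), −21.3 ± 4 (Tat+/Meth) and −19.4 ± 8.9 (Tat+/Sal, mean ± SD, n = 5). The separation of Tat−/Meth is also a separation of its slide from the others.

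**Figure D2:**
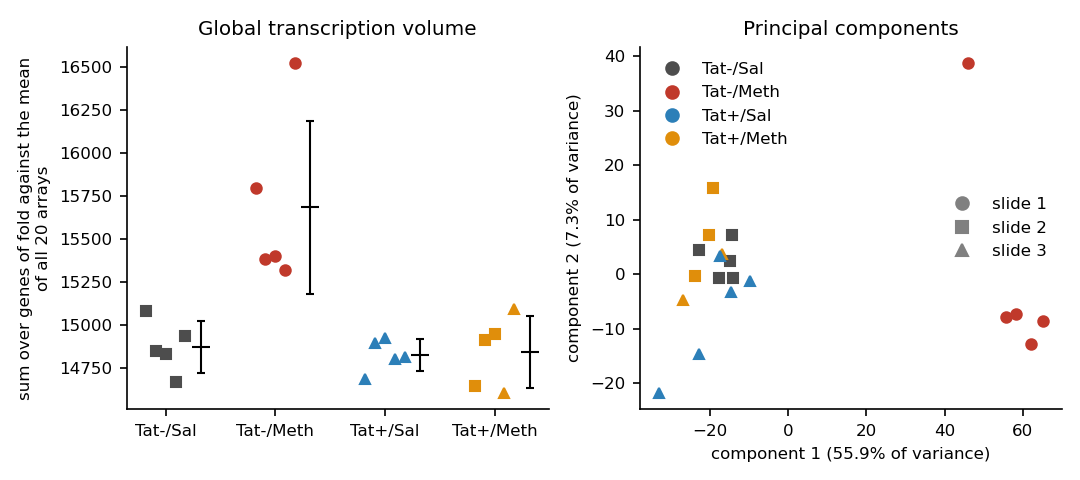
Left: global transcriptional volume per array with the mean ± SD of each group. Right: the first 2 principal components of the 20 arrays, marked by group and slide.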

The Tat−/Meth had the largest impact on gene expression, whereas in the animals that were Tat+/Meth, the overall expression pattern was closer to controls Tat+/Sal or Tat−/Sal. 

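The volume of Tat+/Meth differed by 0.1% from Tat+/Sal (exact two-sided permutation *p* = 0.873) and by −0.2% from Tat−/Sal (*p* = 0.841). An exact two-sided permutation test on the first component gave *p* = 0.683 for Tat+/Meth vs. Tat+/Sal and 0.0952 for Tat+/Meth vs. Tat−/Sal, against 0.571 for Tat+/Sal vs. Tat−/Sal.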

A two-factor general linear model with Tat and Meth *t*-tests and *F*-tests was performed to show the contrasts and identify signatures. The number of signature genes was determined by setting up significant changes of above two-fold (Table 1). 

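At these thresholds 1034 genes (6.85% of those tested) were called changed in Tat−/Meth vs. Tat−/Sal and 1091 (7.22%) in Tat+/Meth vs. Tat−/Meth. The alternative that moved the first count most was to drop the fold threshold, which gave 7588 genes. At the stricter limits of the methods (adjusted *p* under 0.01 and 3-fold) the counts were 514 and 547.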

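No gene was called in Tat+/Meth vs. Tat+/Sal (limma, 0 of 15102). At unadjusted *p* under 0.05 there were 1838 genes, 14 of them with a change above 2-fold, and the smallest adjusted *p* was 0.143. The median log2 fold change over all genes was 0.003. The methods' t-test without adjustment called 11 genes above 2-fold, median scaling 1 and slide as a random block 1. With Tat+/Sal replicate 2 left out limma called 1.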

The most remarkable finding of this analysis is that in the context of Tat, Meth sensitization had little if any impact on gene expression as compared with the controls. Moreover, the impact of Tat alone was very limited.

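In Tat+/Sal vs. Tat−/Sal limma called 3 genes, all lower: Bex6, Cox17 and Abhd3. The smallest adjusted *p* was 0.0143. Without the fold threshold 214 genes passed, 98 of them lower. The Tat+/Sal and Tat−/Sal arrays lie on different slides, and with slide as a fixed block in the model the count was 0, with slide as a random block 18. The random block had a correlation within slides of −0.062, so its 18 genes are not a count corrected for slide. The count also depends on single arrays: it was 0 without Tat−/Sal replicate 1, without Tat−/Sal replicate 2 or without Tat+/Sal replicate 5, 1 without Tat−/Sal replicate 4, 6 without Tat−/Sal replicate 3, 7 without Tat+/Sal replicate 2 and 9 without Tat+/Sal replicate 1.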

We used GeneVenn (http://genevenn.sourceforge.net/) to compare the genes that were members of the Tat−/Meth vs. Tat−/Sal and Tat+/Meth vs. Tat−/Meth signatures, both with a larger number of gene signatures, with trends subjected to quantile normalization. 

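The same overlap was recounted on the genes called here. The 2 comparisons shared 920 genes, which is 89% of those called in Tat−/Meth vs. Tat−/Sal and 84.3% of those called in Tat+/Meth vs. Tat−/Meth. Only the former comparison called 114 genes, and only the latter 171.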

The degree of overlap between these two comparisons, Tat−/Meth vs. Tat−/Sal and Tat+/Meth vs. Tat−Meth, was 91% and 84%, respectively (Figure 2). 

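All shared genes changed in opposite directions, 896 lower and then higher and 24 higher and then lower. Across all genes the log2 fold changes of the 2 comparisons had a Pearson correlation of −0.962 and a Spearman correlation of −0.896. The Tat−/Meth arrays enter both comparisons with opposite signs, which by itself produces a negative correlation. In 20 simulations without any group difference the Pearson correlation averaged −0.501 (−0.531 to −0.468) with 0 shared genes. In 20 simulations in which Tat−/Sal and Tat+/Meth had the same mean and Tat−/Meth differed as observed it averaged −0.972 (−0.974 to −0.971), with 975.7 genes in opposite directions (958 to 1008). The observed values fall short of both simulated ranges for a Tat+/Meth group that equals Tat−/Sal. Those simulations took the observed mean of Tat−/Meth as true, with its sampling error, so their values may be too large in size.

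**Figure D3:**
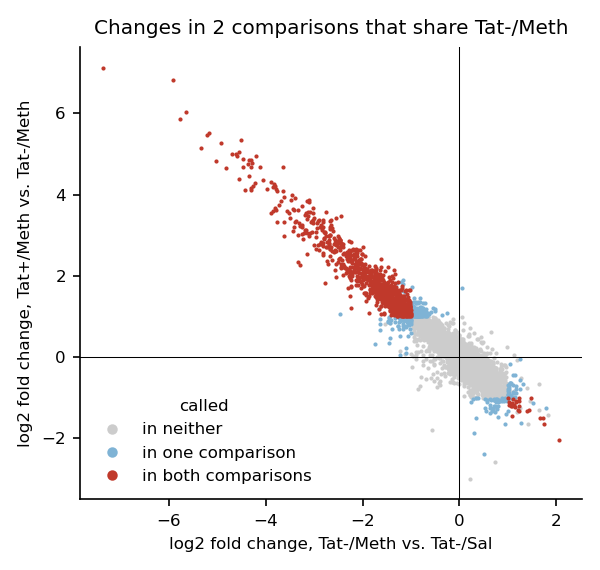
Log2 fold change of each gene in Tat−/Meth vs. Tat−/Sal and in Tat+/Meth vs. Tat−/Meth.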

Importantly, although the gene signatures resulting from these two comparisons showed substantial overlap, the interactions were heavily anticorrelated, indicating potential compensatory effects.

In the Tat+/Sal vs. Tat−/Sal comparison, the majority of the genes that were significantly changed overlapped with the other comparison signatures (nine out of 12 genes) (Figure 2). 

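Of the genes called in Tat+/Sal vs. Tat−/Sal, 3 of 3 were also called in Tat−/Meth vs. Tat−/Sal and 3 of 3 in Tat+/Meth vs. Tat−/Meth.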

Fold change calculations for the highly differentially expressed genes for both comparisons verified that this overlap is correct. Moreover, the intensity values were similar across the replicates within the groups, indicating that the trends were not influenced by a single outlier.

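Pearson correlations between arrays of the same group had medians of 0.993 in Tat−/Meth, Tat−/Sal and Tat+/Meth and 0.992 in Tat+/Sal. The lowest were 0.985 in Tat−/Meth and Tat+/Sal, 0.99 in Tat−/Sal and 0.991 in Tat+/Meth. Leaving out 1 array at a time gave 998 to 1109 genes in Tat−/Meth vs. Tat−/Sal and 1066 to 1191 in Tat+/Meth vs. Tat−/Meth, the largest of the former without Tat−/Meth replicate 5.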

The comparison between Tat+/Meth vs. Tat+/Sal did not show significant signatures.

We used the fold change calculations in individual comparisons, in upregulated genes, to make predictions of transcription factor usage patterns that could be useful for identifying potential interventional strategies and epigenetic regulators in future studies. These predictions were performed by applying the Match algorithm to the lists of signature genes, using TRANSFAC database versions 2018 and 2019.3 [58,59]. Transcription factor binding motif frequencies within the proximal promoter of upregulated genes (+500 to −200 bp) were calculated to distinguish groups based on potential usage, as previously described [29]. The lists of transcription factors that most likely get activated were generated based on the following two measures: (1) Matrix similarity (MSS), which is a score that describes the quality of a match between a transcriptional binding motif sequence expressed as a matrix, and arbitrary parts of the input gene list sequences, identifiable through the gene EnsemblID, and (2) the core similarity (CSS), which estimates the quality of the match in the five most conserved positions and used for ranking. Gene ontology, biological processes, molecular functions, and cellular component domains, as well as pathway enrichment analysis were performed in IPA using calculated Z-scores. Relevant gene networks were visualized using Genemania in Cytoscape, as described by us [29]. All specific comparisons were designed to identify the effects of Tat (Tat+/Sal vs. Tat−/Sal), the effect of Meth (Tat−/Meth vs. Tat−/Sal), the effect of Tat in the context of Meth (Tat+/Meth vs. Tat−Meth), and the effect of Meth in the context of Tat (Tat+/Meth vs. Tat+/Sal).

### 3.2. The Effects of Meth-Induced Sensitization: The Comparison between Tat−/Meth vs. Tat−/Sal Animals

The main effect of Meth was characterized by a downregulation of the majority of the genes, as revealed by the comparison between Tat−/Meth vs. Tat−/Sal groups, filtered by the FDR_BH-adjusted *p* value up to 0.05. These were 675 genes, functionally assigned to autoimmune disease (*p* = 0.002), natural killer cell-mediated cytotoxicity (*p* = 0.003), measles (*p* = 0.003), arachidonic acid metabolism (*p* = 0.003), cGMP dependent protein kinase G signaling pathway (*p* = 0.005), and phenylalananine metabolism (*p* = 0.009), indicating an effect on immune functions found to be decreased by Meth, based on the comparison between Tat−/Meth vs. Tat−/Sal groups. 

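Of the genes called in Tat−/Meth vs. Tat−/Sal, 978 were lower and 56 higher, so 94.6% were lower. The share rests on the fold threshold. With adjusted *p* under 0.05 alone 2307 genes (30.4%) were lower, and the median log2 fold change over all genes was 0.14.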

Table 2 shows the 40 most downregulated genes; among them, the neuronal cholinergic receptor alpha 2 (Chrna2) where both gain and loss of function and mutations have been described in association with multiple neurological disorders [61,62,63,64], with cannabis use [65], and with antisocial behaviors in adolescent drug users [66]. In this list of 50 genes, the strongest representation was of genes acting epigenetically in the nucleus (*p* = 0.0072) and transcription factor complexes (*p* = 0.001). 

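Table 2 was traced gene by gene. Of its 40 genes 37 were tested, 36 were lower in Tat−/Meth, and 35 were called lower, adjusted over the list alone, 35 also passed. The study chose the list on these samples, so this is not independent evidence. Chrna2 fell from 12.77 ± 0.21 to 8.43 ± 0.24 log2 units (mean ± SD, n = 5, 20.3-fold, adjusted *p* = 1.21e-10). Bard1 fell from 13.43 ± 0.24 to 7.65 ± 0.1 (54.8-fold, 1.37e-11), Sall4 from 13.35 ± 0.16 to 8.17 ± 0.27 (log2 fold change −5.18, 2.02e-10) and Krtap10-10 from 15.36 ± 0.13 to 10.66 ± 0.18 (−4.7, 8.75e-13). In each of these 5 of 5 Tat−/Meth arrays lay below every Tat−/Sal array. Bard1 was −2.79 when its probes were averaged.

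The largest falls called were Krtap19-5 (−7.36 ± 0.35, log2 fold change ± SE, adjusted *p* = 1.18e-11) and Gm11938 (−5.91 ± 0.5, 7.43e-08), each well above background on 4 of 5 Tat−/Meth arrays and below every Tat−/Sal array with a value on 5 of 5. Krtap8-2 of the table was taken as Krtap19-5 in the counts above, which is a doubtful match.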

A complete list of all signatures can be found in Table S1 (Supplementary threshold metadata).

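Table 3 was traced in the same way. Of its 37 genes 30 were tested and all 30 were higher in Tat−/Meth, 28 at adjusted *p* under 0.05 and 21 above 2-fold as well. Adjusted over the list alone 29 passed, again on the samples the list came from. Pifo, listed as 1700027A23Rik, rose from 6.62 ± 0.34 to 8.27 ± 0.15 (mean ± SD, n = 5, 3.15-fold, adjusted *p* = 3.72e-09, 5 of 5 arrays above every Tat−/Sal array). The largest rise called was Mastl (log2 fold change 2.06 ± 0.53, adjusted *p* = 0.00371, well above background on 3 of 5 arrays against 1 of 5). Next were H4f16 (from 10.75 ± 0.04 to 12.49 ± 0.06, 2.58e-12) and Ccdc3 (1.72 ± 0.34, 0.000412, 4 of 5 against 2 of 5). In each, 5 of 5 Tat−/Meth arrays lay above every Tat−/Sal array. Most Tat−/Sal arrays were not well above background for Mastl and Ccdc3, so the sizes of their rises are not measured differences.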

There were only 37 genes that were significantly upregulated to above two-fold by Meth sensitization (Table 3). We focused on these genes to examine transcriptional factor usage triggered by this Meth sensitization model (Table 3). Among them, the serotonin (5-HT) receptor (HTR6), a G protein coupled receptor with high affinity for Meth, biomarker of mood disorders, and Meth-induced psychosis [67,68], and with relevance in Meth-associated behaviors [69,70] was 2.2-fold increased by Meth-induced sensitization (FDR_BH *p* = 0.02). These relevant signature genes that are shown in Table 3 were functionally assigned to endoplasmic reticulum (*p* = 0.009) and associated with diseases such as chemical dependence (*p* = 0.009), metabolic (*p* = 0.014), cardiovascular (*p* = 0.014), and neurological disorders (*p* = 0.01).

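In the re-analysis Htr6 was not called. It was 7.88 ± 0.64 in Tat−/Meth and 7.55 ± 0.09 in Tat−/Sal (mean ± SD, n = 5), a 1.25-fold difference (adjusted *p* = 0.215) with 3 of 5 Tat−/Meth arrays above every Tat−/Sal array. The difference rests on Tat−/Meth replicate 5, at 8.88 against 7.22 to 7.99 in the other 4, and without it the log2 fold change went from 0.325 to 0.074. Over the alternatives its adjusted *p* was 0.049 to 0.752, under 0.05 only with quantile normalization (log2 fold change 0.47), and without scaling it turned lower (−0.1).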

### 3.3. The Effects of Tat Expression: The Comparison Between Tat+/Sal vs. Tat−/Sal

In this model, Tat had a very modest effect on gene expression in the brain (Table 4). 

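Of the 12 genes of Table 4, 7 were tested, 5 changed in the listed direction, 3 at adjusted *p* under 0.05 and 0 above 2-fold, with Cox7B taken by its symbol. Adjusted over the list alone 5 passed, on the samples that gave the list. Cbx7 fell from 9.46 ± 0.12 to 8.48 ± 0.1 (mean ± SD, n = 5, log2 fold change −0.98, adjusted *p* = 0.0185) and Lingo1 from 10.4 ± 0.12 to 9.46 ± 0.16 (−0.94, 0.0319), each with 5 of 5 Tat+/Sal arrays below every Tat−/Sal array. Bcam rose by 0.63 (0.0415), with 3 of 5 arrays above. 1700071K01Rik (−0.86, 0.0758) missed the limit, and Mpp3 did not move (0.02, 0.927). With slide as a block Cbx7 was −0.11 and Lingo1 −0.28. Within Tat+/Meth, Cbx7 was 9.46 to 9.59 on slide 2 and 8.65 to 8.7 on slide 3. Each pass at adjusted *p* under 0.05 depends on single arrays: that of Cbx7 was lost in 4 of 20 fits with 1 array left out, that of Lingo1 in 6 and that of Bcam in 12.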

Of all the significantly changed genes, the cytochrome c oxidase unit 7b (Cox7B), which is essential for mitochondrial respiratory complex IV, was the only one that was more than two-fold cutoff and down modulated. Additionally, Tat had a strong effect in the context of Meth (described below).

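Cox7b was 16.19 ± 0.07 in Tat+/Sal and 16.1 ± 0.08 in Tat−/Sal (mean ± SD, n = 5), 1.07-fold higher (adjusted *p* = 0.369, 2 of 5 Tat+/Sal arrays above every Tat−/Sal array). The paper's Table 4 describes its Cox7B as subunit XVII, which is Cox17. Cox17 was called lower with Tat, at 7.73 ± 0.13 against 8.96 ± 0.16 (2.35-fold, adjusted *p* = 0.0185, 5 of 5 below). Bex6 (−1.73 ± 0.25, log2 fold change ± SE, adjusted *p* = 0.0152) and Abhd3 (−1.2 ± 0.25, 0.0336) were well above background on 1 of 5 and 2 of 5 Tat+/Sal arrays. The sizes of their falls are therefore uncertain, though 5 of 5 lay below every Tat−/Sal array. Cox17 was −0.29 with slide as a block, and within Tat+/Meth it was 8.85 to 9.01 on slide 2 and 7.97 to 8.02 on slide 3. Its call was lost in 4 of 20 fits with 1 array left out, that of Bex6 in 3 and that of Abhd3 in 6.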

### 3.4. The Effects of Tat Expression in the Context of Meth-Induced Sensitization: The Comparison Between Tat−/Meth and Tat+/Meth

There was a large overlap between genes that were significantly changed in Tat−/Meth and Tat+/Meth, although in different directions. In this comparison, HIV Tat appears to upregulate, or prevent the Meth-mediated downregulation, of most genes that were suppressed in the Tat−/Meth animals. Thus, in the Tat+/Meth group, the overall gene expression was more similar to the controls that were not treated with the drug and did not express Tat (Tat−/Sal, Figure 1). 

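The genes traced in Table 2 rose again in Tat+/Meth vs. Tat−/Meth: Chrna2 to 13.27 ± 0.22 (28.8-fold, adjusted *p* = 2.54e-11), Bard1 to 13.52 ± 0.49 (58.3-fold, 9.48e-12), Sall4 to 13.7 ± 0.54 (log2 fold change 5.52, 6.86e-11) and Krtap10-10 to 15.67 ± 0.23 (5.01, 4.46e-13, mean ± SD, n = 5). In each 5 of 5 Tat+/Meth arrays lay above every Tat−/Meth array. The largest rises were Krtap19-5 (7.13 ± 0.35, log2 fold change ± SE, 1.5e-11, 5 of 5), Gm11938 (6.83 ± 0.5, 1.16e-08, 4 of 4 with a value) and Wdfy1 (from 9.03 ± 0.33 to 15.06 ± 0.19, 4.81e-13, 5 of 5). Wdfy1 fell to a log2 fold change of 1.59 when its probes were averaged. The largest falls were Mastl (−2.04, 0.00364), Klhl14 (−1.86, 0.000214) and Xndc1 (−1.64, 0.0041). They were well above background on 1, 1 and 2 of 5 Tat+/Meth arrays, with 5 of 5 below every Tat−/Meth array. With most Tat+/Meth arrays not well above background, the sizes of these falls are not measured differences.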

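Of the genes called in Tat+/Meth vs. Tat−/Meth 1020 were higher and 71 lower. With adjusted *p* alone, 5811 of 8220 genes were lower. The paper reasons that most genes are lower with Meth in Tat− mice, that the same genes are higher in Tat+/Meth than in Tat−/Meth, and that Tat therefore appears to raise them or to prevent their fall. On the arrays both steps rest on slide 1, so array values cannot tell the effect of Meth in Tat− mice from a difference of that slide. The paper also reports qPCR, which does not depend on the slides and was not used here. By qPCR it gives NOS2, PPARa, SIRT1 and APP as lower with Meth. With Tat it gives NOS2 and PPARa as recovered and APP as recovered in part.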

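The direct comparison of Tat+/Meth vs. Tat−/Sal called 0 genes by limma, with 1177 at unadjusted *p* under 0.05, 21 of them above 2-fold, and a smallest adjusted *p* of 0.535. The methods' t-test without adjustment called 14, a fit of every probe 1 and median scaling 1. The Tat−/Sal arrays and 3 of the 5 Tat+/Meth arrays share a slide.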

The complete list of signatures, thresholds and *p* values can be found in Table S1 (Supplementary threshold metadata).

### 3.5. The Effects of Meth-Induced Sensitization in the Context of Tat Expression: The Comparison Between Tat+/Meth versus Tat+/Sal

Using FDR_BH adjusted *p* value alpha 0.05, the effect of Meth in the context of Tat did not result in above two-fold significant signatures.

### 3.6. Prediction of Transcriptional Signatures

The analysis of transcription factor binding motif frequencies in the promoters of genes upregulated by Meth sensitization (Table 3) led to the prediction of potential regulators activated by Meth, with potential value in early disease and as signatures. Transcriptional factor motif frequency predictions were also performed for effects of Tat in the Meth context. Table 5 shows the most frequent transcription factor binding motifs that were identified in predictions derived from the comparison between Tat−/Meth versus Tat−/Sal brains, as well as of genes upregulated by Tat in the context of Meth, derived from the comparison between Tat+/Meth versus Tat−/Meth brains (Section 3.4). We found that 26% of the genes upregulated in Tat+/Meth as compared with Tat−/Meth, were genes that contained one or two TATA box sequence domains in their proximal promoters (Table 5). This finding is in agreement with our previous findings in vitro, of the enrichment of TATA-box binding protein (TBP) and of genes bearing this motif by Tat upon interaction with Meth [29]. In our previous studies, we found that the TATA box-bearing genes that are affected by the interaction between Tat and Meth are mostly inducible early response genes, particularly involved in stress responses and the immune system [29]. Yet, it is noticeable that in the context of Meth sensitization, the impact of Tat almost exclusively resulted in the reversal of Meth effects, returning the expression of Meth-altered genes to resemble Tat−/Sal levels. 

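The interaction was tested directly, as the effect of Meth in Tat+ mice less that in Tat− mice. It called 1124 genes (7.44%), 1039 with a higher and 85 with a lower value (with adjusted *p* alone 3558 of 5437 had a lower one), and 926 of them were also called in Tat−/Meth vs. Tat−/Sal. The smallest adjusted *p* was 9.08e-13. The largest were Krtap19-5 (6.79 ± 0.5, log2 difference ± SE, adjusted *p* = 1.05e-08), Gm11938 (5.89 ± 0.71, 9.09e-06) and Wdfy1 (5.69 ± 0.31, 3.44e-10, but 1.02 and 0.0787 when its probes were averaged), and on the negative side Trat1 (−2.61 ± 0.96, 0.0408), Htr5b (−2.11 ± 0.53, 0.00444) and Mastl (−2.09 ± 0.76, 0.0384). Mastl was well above background on 1 of 5 Tat−/Sal, 3 of 5 Tat−/Meth, 0 of 5 Tat+/Sal and 1 of 5 Tat+/Meth arrays, so its value is not a measured difference. Trat1 was on 4, 5, 5 and 4 of 5 and Htr5b on 5, 5, 5 and 4 of 5, with group means of 5.3 to 7.09. The calls of Trat1 and Mastl were lost in 9 and 10 of 20 fits with 1 array left out. The paper states that Tat almost only reversed the effects of Meth, the interaction rests on the same slide 1 arrays.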

In the absence of Tat, TATA-box usage was not found to be significant in TRANSFAC simulations (Table 5).

A reverse analysis of transcription factor binding motif frequency in all conditions, and all perturbed genes, was performed under the hypothesis that our predictions could be further tested, and that major targets could be potentially identified. For that, we used iRegulon to generate nodes containing the targets of each one of the transcription factors in Table 5, identified in the data, with a focus on the ones that were significantly associated with both effects of Meth, and effects of Tat in the context of Meth. The generated clusters were merged, creating a network with the following two main components: The largest component integrated target genes for Kruppel-like factor 6 (KLF6), myogenin (MYOD1), AP-1 with Fos and Jun interactions, tumor protein 53 (TP53), and the cAMP response element-binding protein 1 (CREBP1) and a smaller component had Zink finger 333 (ZNF333) as a central transcription factor (Figure 3). The analysis of this two-component network showed a clustering coefficient of 0.024, and 2.59 average neighbors, suggesting interconnections through intermediate nodes (labeled with a red border). For instance, serine-threonine protein kinase AKT1 and the centromere protein F (CENPF) are regulated by both KLF6 and MYOD1, Bcl-2 associated X (BAX) is regulated by both MYOD1 and TP53, and the vimentin gene (VIM) is regulated by both KLF6 and AP-1 (JUN/FOS). Moreover, ephrin receptor A2 (EPHA2), growth arrest and DNA-damage-inducible alpha (GADD45A), stratifin (SFN), Fos-related antigens 1 (FOSL1), and B (FOSB) are regulated by both AP-1 and TP53, while the genes of Maf-bZip transcription factor (MAFF), activating transcription factor 3 (ATF3), tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein zeta (YWHAZ), and the dual specific protein phosphatase 1 (DUSP1) are in the interface between AP-1 and CREBP1. The gene of cyclin-dependent kinase inhibitor 1A (CDKN1A) was predicted to be regulated by all the predicted transcription factors. Interestingly, ZFN333 segregated into a smaller component without connectivity with the larger one.

When comparison input data was introduced in this interconnected transcription factor regulatory network of genes, some patterns could be visualized (Figure 3). For instance, compared to Tat−/Sal controls, both Tat alone (Tat/Sal) (Figure 3A), and Meth alone (Tat−/Meth) (Figure 3B), had an effect on MYOD1 and its regulated genes in the interface with KLF6 regulation. Yet, KLF6 itself and other immediate neighbors were not significantly disturbed by these conditions (Figure 3A,B). 

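Myod1 was not well above background on any Tat−/Meth array, so its fold change is a lower bound set at the background limit of those arrays. It was at least 9.3-fold lower in Tat−/Meth than in Tat−/Sal (adjusted *p* = 5.1e-07, 5 of 5 arrays) and at least 10.9-fold higher in Tat+/Meth than in Tat−/Meth (2.66e-07, 5 of 5). In Tat+/Sal it was 9.39 ± 1.36 against 8.5 ± 0.6 in Tat−/Sal (mean ± SD, n = 5, log2 fold change 0.89, adjusted *p* = 0.381, 2 of 5 above), and with slide as a block the sign turned to −0.65. Akt1 did not change in Tat−/Meth vs. Tat−/Sal (0.03, 0.776, −0.39 without scaling, 0 of 5 arrays above). Against Tat−/Meth, Tat+/Meth was 0.14 higher (0.109, 4 of 5, 0.0404 without Tat+/Meth replicate 4). The difference was 0.48 without scaling and −0.016 with median scaling, and 2 alternatives besides left-out arrays passed. Cenpf was well above background on none of the arrays of these groups.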

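Klf6 was 11.58 ± 0.11 in Tat+/Sal and 11.64 ± 0.04 in Tat−/Sal (mean ± SD, n = 5, log2 fold change −0.06, adjusted *p* = 0.602, 3 of 5 below). In Tat−/Meth it was 0.16 above Tat−/Sal (0.0412, 4 of 5), a pass lost in 7 of 20 fits with 1 array left out and reversed to −0.26 without scaling.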

Targets of TP53, such as interleukin 1b (IL1b), are significantly increased by Tat alone and by Meth alone. 

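Il1b lay below the signal limit of the tests. Its probe was well above background on 1 of 5 Tat−/Meth arrays and on none of the Tat−/Sal, Tat+/Sal and Tat+/Meth arrays, so no fold change is given.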

Homeobox proteins that are targets of ZNF333, are two- to four-fold increased by Tat or Meth, but these changes were not significant. 

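Of the homeobox genes, Hoxa5 and Hoxb7 were well above background on 0 arrays of these groups, and Hoxb5 on 1 of 5 Tat−/Meth, 1 of 5 Tat+/Sal and 0 of 5 Tat−/Sal arrays. All lay below the signal limit of the tests.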

When Tat was expressed in Meth challenged animals (Tat+/Meth), a stronger effect was noticed on the upregulation of AP1 complex genes, and their targets, with an effect on intermediate effectors between AP-1 and CREBP1, ATF3, and FOSB by Meth in the context of Tat (Figure 3C), and DUSP1, and FOSB by Tat in the context of Meth (Figure 3D). 

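The log2 fold changes in Tat+/Meth vs. Tat+/Sal were 1.13 for Atf3 (adjusted *p* = 0.218, 5 of 5 Tat+/Meth arrays above every Tat+/Sal array), 0.72 for Fos (0.219, 4 of 5), 0.36 for Fosb (0.313, 3 of 5) and 0.01 for Jun (0.986, 0 of 5), and Jun changed sign under median scaling (−0.09). Those in Tat+/Meth vs. Tat−/Meth were 0.34 for Fosb (0.0436, 3 of 5, the pass was lost in 8 of 20 fits with 1 array left out), 0.24 for Atf3 (0.481, 2 of 5), 0.17 for Fos (0.493, 3 of 5), −0.1 for Jun (0.702, 0.23 without scaling) and −0.16 for Dusp1 (0.318, 3 of 5 below, 0.18 without scaling). Atf3 was 0.99 higher in Tat−/Meth than in Tat−/Sal (0.00679, 3 of 5, but 0.566 and 0.157 without scaling), while Fos (0.21, 0.399, 0 of 5), Fosb (0.09, 0.612, 1 of 5) and Dusp1 (0.14, 0.37, 0 of 5) did not pass and all 3 were lower without scaling. The 7 AP-1 genes had a median of −0.105 in Tat+/Meth vs. Tat−/Meth (mean −0.03, camera adjusted *p* = 0.801, fry 0.843, median 0.234 without scaling), of 0.058 in Tat+/Meth vs. Tat+/Sal (mean 0.315, 0.0626, 0.353, −0.051 with median scaling), of 0.233 in Tat+/Meth vs. Tat−/Sal (mean 0.307, 0.00721, 0.431) and of 0.206 in Tat−/Meth vs. Tat−/Sal (0.681, 0.046, −0.215 without scaling).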

The TP53 target TNFSF103 was significantly but below three-fold elevated in Tat+/Meth animals, as well as GADD45A, which was also regulated by AP-1 (Figure 3D). This systems approach has generated a transcriptional regulation hypothesis, where the overall effect of Tat in the context of Meth can be the activation of AP-1 as a major contributor that modifies the effects of Meth alone, as well as Tat alone.

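TNFSF103 is no gene symbol, and Tnfrsf10b was taken in its place. It rose from 6.84 ± 0.13 in Tat−/Meth to 7.49 ± 0.28 in Tat+/Meth (mean ± SD, n = 5, log2 fold change 0.64, adjusted *p* = 0.000168, 5 of 5 above), having been −0.68 in Tat−/Meth vs. Tat−/Sal (0.00011, 5 of 5 below). Gadd45a was 0.23 higher in Tat+/Meth than in Tat−/Meth (0.0941, 3 of 5, 0.0344 without Tat+/Meth replicate 1). Without scaling it was 0.567 higher and with median scaling 0.07, and 1 alternative besides left-out arrays passed. In Tat−/Meth it was 0.44 lower than in Tat−/Sal (0.00338, 5 of 5).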

### 3.7. An Unfastened Analytical Strategy Identifies Overlapping Pathways Significantly Affected by Meth, and by Tat+/Meth, in Anti-Directional Ways

Our analysis has shown a main effect of Meth-induced sensitization and an anti-directional effect of Tat in the context of Meth. Therefore, we focused on these interactions. For this investigation of interactions, the data was filtered with calculated z-scores that identified matches between expected and observed relationship directions between genes, with a cutoff raw *p*-value alpha 0.01, and the prediction of gene networks and pathways where changes in the model suggest strong action.

The top five overlapping canonical pathways and the *p* values for each designated comparison were mitochondrial dysfunction (Figure 4, Tat−/Meth vs. Tat−/Sal *p* = 4.80 × 10^−15^ and Tat+/Meth vs. Tat−/Meth *p* = 2.19 × 10^−11^, with 65.5% and 57.9% overlap, respectively), oxidative phosphorylation (Figure 5, Tat−/Meth vs. Tat−/Sal *p* = 1.56 × 10^−14^ and Tat+/Meth vs. Tat−/Meth *p* = 4.50 × 10^−12^, with 73.9% and 67.0% overlap, respectively), EIF2 signaling (Figure 6, Tat−/Meth vs. Tat−/Sal *p* = 7.37 × 10^−12^ and Tat+/Meth vs. Tat−/Meth *p* = 6.03 × 10^−13^, with 58% and 56.4% overlap, respectively), sirtuin signaling pathway (Figure 7, Tat−/Meth vs. Tat−/Sal *p* = 4.03 × 10^−8^ and Tat+/Meth vs. Tat−/Meth *p* = 3.24 × 10−7, with 50.4% and 46.4% overlap, respectively) and regulation of eIF4 and p70S6K signaling (Figure 8, Tat−/Meth vs. Tat−/Sal *p* = 7.55 × 10^−6^ and Tat+/Meth vs. Tat−/Meth *p* = 7.53 × 10^−6^, with 51.8% and 48.9% overlap, respectively). A complete list of all the genes in each one of these pathways, thresholds and *p* values can be found in Table S2 (Supplementary Tat mouse pathway metadata). Upstream regulators identified in the model included a highly significant activation of the rapamacyn-insensitive companion of mTOR (RICTOR) by Meth exposure (*p* = 1.68 × 10^−15^), and disorders assigned to cancer (*p* = 3.2 × 10^−11^), organismal injuries (*p* = 3.2 × 10^−11^), endocrine system disorders (*p* = 8.83 × 10^−11^), and metabolic disease (*p* = 4.3 × 10^−9^).

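The pathway lists of the paper were not used here, families were set from gene names instead and tested with camera. The 86 oxidative phosphorylation subunits had a median log2 fold change of 0.004 in Tat−/Meth vs. Tat−/Sal (mean −0.015, camera adjusted *p* = 0.221), and without scaling −0.42. The median in Tat+/Meth vs. Tat−/Meth was 0.004 as well (0.227), with quantile normalization −0.15 and without scaling 0.34. Medians and camera measure a shared direction, not how many genes changed. At limma adjusted *p* under 0.05, 17 subunits were lower and 18 higher in the former comparison, and 23 lower and 17 higher in the latter. Of all 15102 genes 7588 and 8220 passed. The scaling is the alternative that moved the families most. It shifts all genes at once: relative to the 75th percentile, the median gene in Tat−/Meth vs. Tat−/Sal shifts by −0.42 without scaling and by 0.12 with median scaling.

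The 83 cytosolic ribosomal proteins had a median of 0.004 and a mean of −0.055 in Tat−/Meth vs. Tat−/Sal (adjusted *p* = 0.0736, −0.42 without scaling, 0.19 with quantile normalization). For Tat+/Meth vs. Tat−/Meth the median was 0.05 and the mean 0.115 (0.000184, −0.2 with quantile normalization, −0.11 with median scaling). This was the only one of 10 tests of the 5 families followed through the alternatives that passed camera, and it passed neither fry (0.079) nor camera with an estimated correlation (0.971).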

The pathways most significantly affected by the interactions, with overlapping actions observed in Tat−/Meth vs. Tat−/Sal and in Tat+/Meth vs. Tat−Meth, were predominantly characterized by suppression of gene expression by Meth-induced sensitization and a counteracting positive effect of Tat expression. These pathways had recurrent and redundant gene representations heavily assigned to mitochondrial functions, which can be visualized in Figure 4, Figure 5, Figure 6, Figure 7 and Figure 8. The sixth top canonical pathway is a function of dopamine (*p* = 9.76 × 10^−5^ for Tat−/Meth vs. Tat−/Sal, and *p* = 2.45 × 10^−5^ for Tat+/Meth vs. Tat−/Meth), which we have previously described [43].

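The 46 Nduf genes had a median log2 fold change of 0.05 in Tat−/Meth vs. Tat−/Sal, 25 higher and 21 lower (camera adjusted *p* = 0.775, fry 0.37). Without scaling it was −0.38 and passed camera (adjusted *p* = 0.03). At adjusted *p* under 0.05 11 were higher and 3 lower. The median in Tat+/Meth vs. Tat−/Meth was −0.05 (camera 0.924, fry 0.169) and 0.28 without scaling (camera 0.156).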

A large number of NADH ubiquinone oxidoreductase supernumerary subunit (NDUF) genes were represented in the two most significant pathways with anti-directional disturbances in Tat−/Meth vs. Tat−/Sal and in Tat+/Meth vs. Tat−/Meth, which were the mitochondrial dysfunction pathway (Figure 3) and in the oxidative phosphorylation pathway (Figure 5). Many of these were also represented in the fourth most significant sirtuin signaling pathway (Figure 7). Together, the effect of Meth-induced sensitization on suppressing these pathways suggests a strong impact of the drug in energy production, homeostasis, and balance, as well as a major effect on mitochondrial health. Interestingly, the interaction of Meth sensitization with Tat expression shows that the Tat protein, when expressed in the absence of a productive infection, can elicit a protective response, with a few exceptions. For instance, the cytochrome c oxidase subunit 7A2 (Cox7A2l) and the somatic cytochrome C (Cycs), which were both suppressed by Meth, were not recovered by Tat expression, as seen in the Tat+/Meth vs. Tat−/Meth comparison, where these genes are shown in green, indicating downregulation (Figure 4B,D).

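Cox7a2l was higher in Tat−/Meth than in Tat−/Sal, at 16.41 ± 0.07 against 16.19 ± 0.05 (mean ± SD, n = 5, log2 fold change 0.22, adjusted *p* = 0.0204, 5 of 5 above), and Cycs at 15.71 ± 0.04 against 15.42 ± 0.09 (0.29, 0.0036, 5 of 5). Both turned lower without scaling (−0.2 and −0.13). Cox7a2l was −0.19 in Tat+/Meth vs. Tat−/Meth (0.0397, 4 of 5 below, lost in 7 of 20 fits with 1 array left out, 0.15 without scaling) and Cycs −0.36 (0.000469, 5 of 5 below, −0.025 and 0.874 without scaling).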

The third most significantly affected pathway, by Meth-induced sensitization and by the interaction between Meth exposure and Tat, was the eukaryotic initiation factor 2 (EIF2) pathway (Figure 6) that is a stress-driven pathway response with a primary role regulating mRNA translation and protein synthesis [71], which further suggests that Meth exposure is a potential suppressor input and HIV Tat is an activator. 

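The 15 Eif2 genes had a median log2 fold change of 0.24 in Tat−/Meth vs. Tat−/Sal, 12 of them higher (camera adjusted *p* = 0.265, fry 0.000172), and of −0.18 without scaling. It was −0.21 in Tat+/Meth vs. Tat−/Meth with 15 of 15 lower (camera 0.114, fry 1.63e-05), and 0.13 without scaling.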

Several genes in this pathway were also represented in the regulation of eIF4 and p70S6K signaling (Figure 8).

The sirtuin signaling pathway was the fourth most significantly affected pathway (Figure 7). 

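The 7 sirtuins had a median log2 fold change of 0.2 in Tat−/Meth vs. Tat−/Sal, 6 of them higher (camera adjusted *p* = 0.681, fry 0.001), and of −0.23 without scaling. Singly they were 0.43 for Sirt1 (adjusted *p* = 0.000281, 5 of 5 Tat−/Meth arrays above every Tat−/Sal array), 0.1 for Sirt2 (0.365, 0 of 5), 0.2 for Sirt3 (0.0369, 4 of 5), 0.2 for Sirt4 (0.11, 3 of 5), 0.15 for Sirt5 (0.0777, 2 of 5) and 0.32 for Sirt7 (0.000133, 5 of 5), and without scaling all but Sirt1 of these turned lower and Sirt1 did not pass (0.005, 0.979). Sirt6 was −0.5 (2.26e-05, 5 of 5 below), and 0.015 when its probes were averaged. The pass of Sirt3 was lost in 7 of 20 fits with 1 array left out, and Sirt5 passed without Tat−/Sal replicate 3 or without Tat+/Meth replicate 4. Nos2 fell from 10.05 ± 0.15 to 7.08 ± 0.31 (mean ± SD, n = 5, log2 fold change −2.97, 1.14e-12, 5 of 5 below). Icam1 was well above background on 1 of 5 Tat−/Meth and 0 of 5 Tat−/Sal arrays and was not tested. App was 16.46 ± 0.12 against 16.42 ± 0.08 (0.04, 0.664, 2 of 5 above), and −0.39 without scaling.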

The Meth-induced sensitization regimen caused a significant transcriptional decrease of all sirtuins and of several components that are regulated by sirtuins, including those associated with inflammation, such as the inducible nitric oxide synthase (NOS2), the intercellular adhesion molecule 1 (ICAM1), and with aging, such as the β-amyloid precursor protein (β-APP). With a few exceptions in the sirtuin pathway, Tat expression also had a predominantly preventative effect upon the interaction with Meth. The molecules in which expression was not recovered by Tat, in the context of Meth sensitization, are shown in green indicating downregulation (Figure 7B). They included APP, the mitochondrial marker and import receptor TOMM22, the ATP citrate lyase (ACLY), which is involved in the synthesis of acetylcholine, the RNA polymerase subunit 1A (PolR1A), and the epigenetic silencer sirtuin 1 (SIRT1). 

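The sirtuins had a median log2 fold change of −0.25 in Tat+/Meth vs. Tat−/Meth (camera adjusted *p* = 0.708, fry 0.000168), and of 0.09 without scaling. App was −0.19 (adjusted *p* = 0.0199, 2 of 5 Tat+/Meth arrays below every Tat−/Meth array, lost without Tat−/Meth replicate 1 or Tat+/Meth replicate 3), Tomm22 −0.2 (0.00428, 4 of 5), Acly −0.04 (0.65, 1 of 5), Polr1a −0.67 (8.99e-07, 5 of 5) and Sirt1 −0.58 (1.07e-05, 5 of 5, −0.237 and 0.167 without scaling). Without scaling App (0.15), Tomm22 (0.14) and Acly (0.3) turned higher. Sirt3 was −0.3 (0.00223, 3 of 5), Sirt4 −0.25 (0.043, 3 of 5, lost in 6 of 20 fits with 1 array left out), Sirt5 −0.21 (0.0175, 4 of 5, 0.0535 without Tat+/Meth replicate 4) and Sirt7 −0.35 (3.85e-05, 5 of 5), and without scaling the first 3 of these turned higher and Sirt7 did not pass (−0.013, 0.941). Sirt6 was 0.59 (2.52e-06, 5 of 5 above), but 0.08 when its probes were averaged, where the pass was lost. Sirt2 was −0.01 (0.964, 0.33 without scaling). Polr1a (0.63, 2.38e-06, 5 of 5 above, 0.207 and 0.0765 without scaling) and Tomm22 (0.18, 0.008, 5 of 5, −0.24 without scaling) were higher in Tat−/Meth than in Tat−/Sal, and Acly did not differ (0.03, 0.731, −0.39 without scaling).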

The downregulation of APP and of SIRT1 in the model were further and successfully validated by qRT-PCR (Figure 9A,B). Other genes selected for validation include were decreased by Meth and recovered in the context of Tat expression. These include NOS2 (Figure 9C) and PPARa (Figure 9D).

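On the arrays, Ppara fell from 10.73 ± 0.12 to 9.34 ± 0.11 log2 units in Tat−/Meth vs. Tat−/Sal (mean ± SD, n = 5, log2 fold change −1.39, adjusted *p* = 0.000428, 5 of 5 below) and was 11.19 ± 0.38 in Tat+/Meth (1.85 above Tat−/Meth, 2.06e-05, 5 of 5 above). When its probes were averaged the changes were −0.45 and 0.56. Nos2 was 10.03 ± 0.14 in Tat+/Meth, 2.95 above Tat−/Meth (9.72e-13, 5 of 5), after a fall of 2.97 in Tat−/Meth vs. Tat−/Sal. The qPCR was not used here.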

The genes involved in the regulation of eIF4 and p70S6K/mTOR pathway play a regulatory role in mRNA transcription and translation [72] (Figure 8). 

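The 16 Eif4 genes had a median log2 fold change of 0.18 in Tat−/Meth vs. Tat−/Sal, 14 of them higher (camera adjusted *p* = 0.453, fry 7.82e-05), and of −0.24 without scaling. It was −0.18 in Tat+/Meth vs. Tat−/Meth, 14 lower (camera 0.608, fry 8.59e-05), and 0.16 without scaling. The 9 mTOR complex genes were at 0.21 (camera 0.63, fry 0.00076, −0.21 without scaling) and −0.26 (0.708, 0.000444, 0.08 without scaling). Rictor rose from 10.32 ± 0.15 to 10.75 ± 0.08 (mean ± SD, n = 5, 0.43, adjusted *p* = 0.000188, 5 of 5 above, 0.009 without scaling) and was −0.32 in Tat+/Meth vs. Tat−/Meth (0.00234, 5 of 5 below, 0.02 without scaling).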

The Meth–induced sensitization regimen suppressed the expression of the genes in this pathway with an anti-directional effect of Tat interaction.

### 3.8. Validation of Genes of Interest

We used qRT-PCR to validate strong gene signatures of interest that were significantly downregulated both by Tat expression and by Meth exposure, independently and together, and that could have consequences that replicate observations in human HIV neurological disorders, as per our previous observations in other models of neuroHIV. For instance, by qPCR, the transcriptional levels of SIRT1 were significantly decreased by Tat induction, as well as by Meth exposure, and also by their interaction (Figure 9A), replicating what we previously reported in the SIV rhesus macaque model and in correlation with a potentially accelerated aging phenotype [73,74]. We also validated the decrease in APP caused by Tat and by Meth alone (Figure 9B). The interaction between Tat and Meth caused a partial recovery in the transcription of APP as compared with Meth alone, but it was not sufficient to reach control levels (Figure 9B). Other genes selected for validation included those that were decreased by Meth and recovered in the context of Tat expression. These included NOS2 (Figure 9C), and PPARa (Figure 9D).

## 4. Discussion

We examined the hypothesis that HIV Tat expression and Meth independently modify gene transcription in the brain during sensitization, and have interactive effects that result in patterns associated with disease and with triggered locomotor behaviors, which have been previously described in the same animals [43]. The effect of Tat was determined in males, given the confounders of the estrous cycle that are commonly observed in female mice. We applied conservative analytical strategies to reduce false positives, using raw data filtered at three-fold above background, two-fold changes upon group comparisons, and with an FDR alpha 0.05, and a raw *p* value of 0.01. This approach was chosen based on robust and consistent validation of candidate genes as compared with lower cutoff settings (not shown).

The analysis of the transcriptional profile generated by Tat expression in the brain of transgenic mice as compared with controls, on the one hand, revealed a limited impact associated with the absence of strong gene signatures. The Meth-induced sensitization, on the other hand, had a very severe impact on gene expression with a strong focus on pathways within mitochondria and endoplasmic reticulum. The suppression of mitochondrial function by Meth has been extensively described in the brain and in tissues that are rich in these organelles [75,76,77,78]. Meth-associated stress to the endoplasmic reticulum has been associated with blood–brain barrier disruption [79], and loss of astrocytes by apoptosis [80]. In addition, an attenuation of inflammatory response by Meth has been previously observed [81], by preventing the neuro-immune system signal in response to systemic infectious stimuli such as bacterial lipopolysaccharide. The impact of the Meth exposure on enhancing and exacerbating inflammation has been shown to be higher in aged animals [82] or with higher, neurotoxic doses of the drug [83].

Our study was limited to the transcriptome, and more significant changes in the presence of Tat could potentially be observed at the proteome level, which was not examined here. A potential leaky Tat mRNA expression could also be responsible for diluting strong signatures in the model [18] Nevertheless, the mouse model tested here allows a rigorous systems-based analysis of the effects of upregulation of the Tat protein, although excluded from active infection, and proposes a model on how it can act in vivo on modulating suppressive patterns of transcription changes that are caused by comorbidities such as Meth. The possibility that Tat is able to modulate cis-negative repressor elements that are induced by Meth, remains to be examined. It is known that Tat functions through master transcriptional regulators bound at promoters and enhancers, rather than through cellular”TAR-like” motifs, to both activate and repress host gene sets sharing common functional annotations [84]. We have previously shown that TATA-box binding peptide is critical for generating inflammatory signatures in vitro [29]. However, we did not identify strong inflammatory signatures in this transgenic mouse model. Instead, our systems biology-based analysis suggests that Tat is able to restore suppressive signals by Meth through effects on mitochondria and transcription initiation complexes.

The prediction of upstream regulators that are involved in Meth exposure led to a potential role of RICTOR, a rapamycin-insensitive component of the mTOR complex with a role in cell cycle [85], but also described in association with dopamine-dependent behaviors and deficits in dopaminergic areas of the brain [86]. Importantly, we previously tested these animals for the effects of Meth on the dopaminergic system, however, Tat expression enhanced motor sensitization and did not restore dopaminergic changes caused by Meth [43]. This highlights a limitation of this study which is the dissociations between behavioral phenotypes and gene expression signatures, but also demonstrates the value of this experimental animal model.

The predictions of promoter target motif were highly informative. Meth alone or in the context of Tat expression showed consistency of target motifs in genomic promoters, including binding motifs for KLF6, ZNF333, AP-1, CREBP1, p53 (TP53), and myogenin (MYOD1). By modeling the interactome of targets of these transcription factors, common effectors could be visualized and suggest redundancies that are not easily dissected using systems biology approaches but need further examination. For instance, on the one hand, KFL6 and MYOD1 can be involved in activating common targets when Tat alone or Meth alone are compared to controls. Yet, these two conditions cause a transcriptional increase in MYOD1, but not KLF6. The transcriptional activity of KLF6 cannot necessarily be associated with an enhanced transcription. In addition, targets that are not common between these two transcription factors exhibit a low activation. On the other hand, Tat+/Meth animals show an enhanced FOS transcription, and also enhanced activity on AP-1 exclusive targets, as well as targets that are common to TP53 and CREBP1. These hypothesis-generating modeling methodologies can test the weight of potential transcriptional regulators, but they need to be further tested in cell systems, to overcome the limitations of the systems biology approach.

Most importantly, in the context of Meth exposure, the HIV Tat protein counteracted the effects of Meth on gene transcription, driving the global expression pattern to more closely resemble what is observed in non-sensitized Tat-negative saline-treated (Tat−/Sal) controls. Therefore, in this transgenic Tat mouse model, Tat expression in the brain in the absence of Meth sensitization could not have strongly modified transcriptional profiles to the levels observed in active infection, or in HIV associated neurological disorders (HAND) in humans [87,88,89,90,91,92]. Nevertheless, it had an anti-directional and potentially positive impact in the context of interaction with Meth exposure. The results found, in this study, for effects of Tat expression differ from what has been described regarding, for example, inflammatory genes, both in vitro and in vivo [29,93,94], and including this mouse model [18,33]. Gliosis and neurological changes that have been reported in Tat transgenic animals, however, could result from post-transcriptional effects in models that do not involve drug abuse interactions [33]. Hypothetically, Meth sensitization could induce cis-regulatory repression elements, in addition to decreasing the expression of translation initiation complexes, such as the eIF2, eIF4, and p70S6K signaling pathways, which were identified here as presenting significant disruptions in Meth. These pathways control translation and transcription, especially of mRNAs that present a secondary structure [95,96], with implications for the CNS. For example, deficits and mutations in eIF2 and eIF4 pathways have been associated with neurological disorders and aging [96,97]. The fact that these pathways are deeply affected by Meth, and their recovery in the presence of Tat, suggests the potential involvement of upstream mTOR [98,99,100,101,102] as a critical element in Tat along with Meth sensitization, and as a response to mitochondrial oxidative stress [103,104]. In the presence of Tat, mitochondrial dysfunction and oxidative phosphorylation pathways were also maintained at control levels. Moreover, Meth and Tat enhanced the role of AP-1 complexes, which is responsible for a range of effects, including contributing to neutralizing *cis*-negative regulatory elements, a function that is deeply associated with promoting viral transcription [105], but potentially exerting effects on bystander host transcriptional patterns that are repressed by Meth. The role of ROS to these effects must be further clarified. A summary of the hypothesis generated by our analysis is shown in Figure 10.

An interesting finding is that the induction of Tat expression in the brain did not prevent the decrease in SIRT1 transcription that was caused by Meth sensitization. We have shown that SIRT1 transcription is suppressed by active infection [73,74] and that this decrease is a key factor in the development of long-term disruptions in the regulation of gene expression, with resulting aging-like phenotypes. Likewise, APP transcription was suppressed by Meth sensitization, by Tat expression, as well as by their interaction. Although a decrease in APP is regarded as protective, it could be a factor limiting β-APP supply [106,107,108]. Whether these are replicating human disease and showing signs of accelerated aging in this model, as a consequence of Meth and HIV Tat interaction, needs to be further examined.

Regarding the interactions of Tat and Meth, our findings were surprising. As mentioned, our previous work has shown that these Meth sensitized animals experience an important repression in the dopaminergic system that is further enhanced by Tat [43], resulting in higher locomotor responses to the drug challenge and replicating aspects of the pathology found in HIV-infected humans [43,109,110]. In chronic and binge Meth administration regimens performed in the same mouse model, the induction of Tat expression during the final cycle of Meth exposure did not impact brain reward function during withdrawal. Nevertheless, there was a trend that Tat expression could contribute to an increased severity of withdrawal in the binge regimen as compared with the chronic regimen [109]. Overall, this finding suggests a subtle effect of Tat expression on brain reward function during Meth withdrawal [109]. Thus, while the effects of Tat alone were subtle, the Tat transgenic mouse model is a tool to examine the role of the HIV Tat protein in influencing the response to Meth in the different paradigms used to study addiction.

Our results have shown that in this transgenic mouse model, Tat in the brain, in the absence of a replicating virus, did not induce strong gene signatures at challenge. However, the effects of Tat were not absent, since in the context of interaction with Meth sensitization and exposure, it caused transcription patterns to become overall more similar to controls at challenge, counteracting the effects of Meth. It is possible that the ability of Tat to quickly translocate and epigenetically trigger transcription in host cells [29] could serve as a compensatory mechanism to counteract the suppressing effects of Meth exposure, by restoring the levels of initiation complexes. However, in the absence of the factors that are present during active replication, the Tat protein possibly is not sufficient to exacerbate gene transcription.

It is important to acknowledge that this study is limited to transcriptional changes and post transcriptional modifications that can affect phenotypes were not examined here.

In conclusion, we have shown that the HIV Tat transgenic mouse is a tool for the examination of in vivo interactions between the HIV Tat protein and exposure to drugs of abuse. The effects of Tat in this transgenic mouse model are found to be limited and focal when stringent statistical measures are taken. Meth sensitization has a strong effect on pathways associated with mitochondrial health and protein translation, and the induction of Tat in that context positively reverted the effects of Meth sensitization, which were detectable after a withdrawal period and at challenge. The effects of Meth and the countering effects of Tat are largely associated with transcriptional regulation mechanisms that can combine silencing and activation of transcriptional factors with binding motifs in redundant target promoters (Figure 10).

While the overall observations were not in agreement with our hypothesis, they demonstrate the challenges and the values of animal models in replicating aspects of human HIV neurological consequences under rigorous systematic conditions, especially in the context of drug comorbidities and different drug administration and sensitization paradigms.

## Figures and Tables

**Figure 1:**
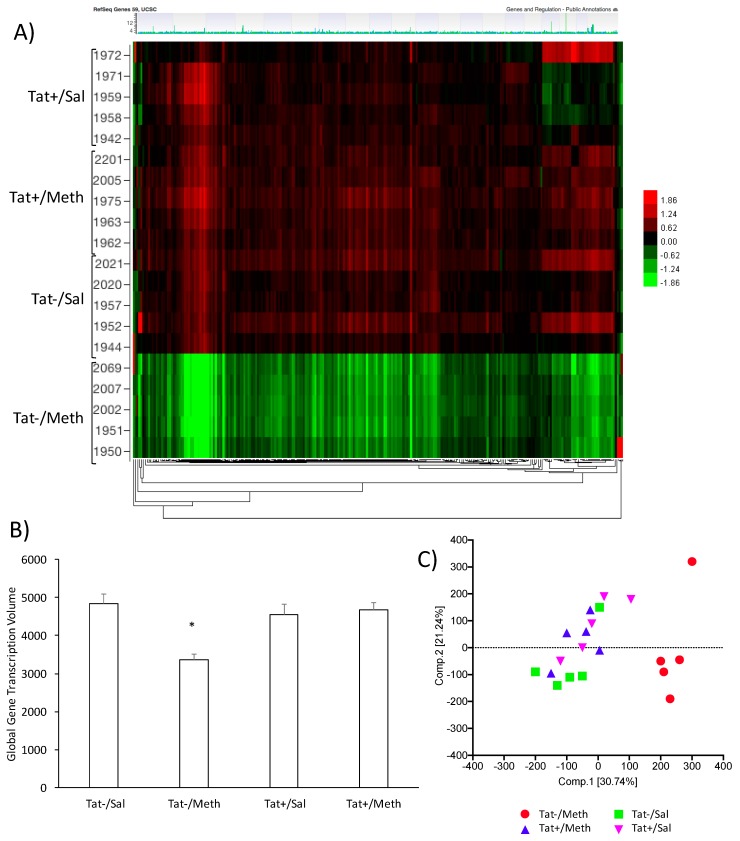
The effects of Methamphetamine (Meth) and trans-activator of transcription (Tat) expression on transcriptional activity in the brain. (**A**) Heat map clustering of gene signatures generated between Tat− and Tat+ mice sensitized with Meth or saline (Sal) prior to the Meth challenge. The caudate-putamen tissue was evaluated for gene expression using an Agilent mouse gene array platform. The heat map shows patterns of expression normalized to the average expression of all the data. Horizontal rows represent individual animals, clustered in groups, Tat+/Sal, Tat+/Meth, Tat−/Sal, and Tat−/Meth. The numbers refer to each individual mouse identification. Vertically, genes are arranged in clusters according to change patterns between groups. Expression values are represented in colors according to the levels of upregulation (red shades), downregulation (green shades), or no change (black); (**B**) Global transcriptional volume calculated using the sum of all up- and downregulated fold changes group averaged for each group condition; (**C**) Principal component analysis (PCA) scores for individual animals. PCA was performed using Tat expression and sensitization for quality control and to summarize the ways in which gene responses vary under Tat, Meth, or their interaction.

**Figure 2:**
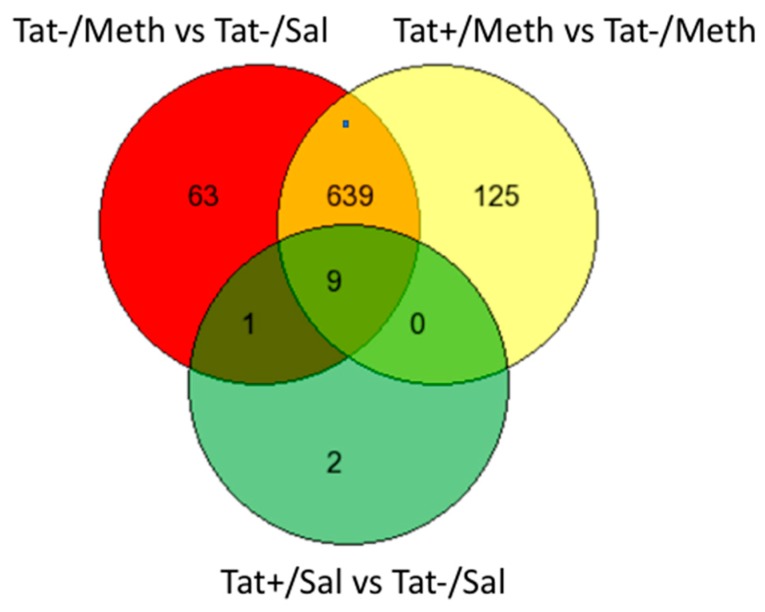
Venn diagram showing the number of exclusive and overlapping signatures in assigned comparisons, regardless of direction, in different assigned comparisons. The comparisons between groups were established in order to identify the effect of Tat (Tat+/Sal vs. Tat−/Sal), the effect of Meth (Tat−/Meth vs. Tat−/Sal), the effect of Tat in the context of Meth (Tat+/Meth vs. Tat−Meth), and the effect of Meth in the context of Tat (Tat+/Meth vs. Tat+/Sal). There were 712 gene signatures identified for the comparison of Tat−/Meth with Tat−/Sal, of which 63 were exclusive to the effect of Meth. Tat+/Meth as compared with Tat−/Meth produced 773 gene signatures of which 125 were exclusive to the effect of Tat in the context of Meth. Between these two comparisons, a total of 648 genes overlapped in an anti-directional manner. The comparison, Tat+/Sal vs. Tat−/Sal, identified 12 gene signatures of which only two were exclusive to the effects of Tat. Nine of all signatures overlapped between all three comparisons. Since the comparison between Tat+/Meth and Tat+/Sal did not produce significant signatures, it is not included in this graph.

**Figure 3:**
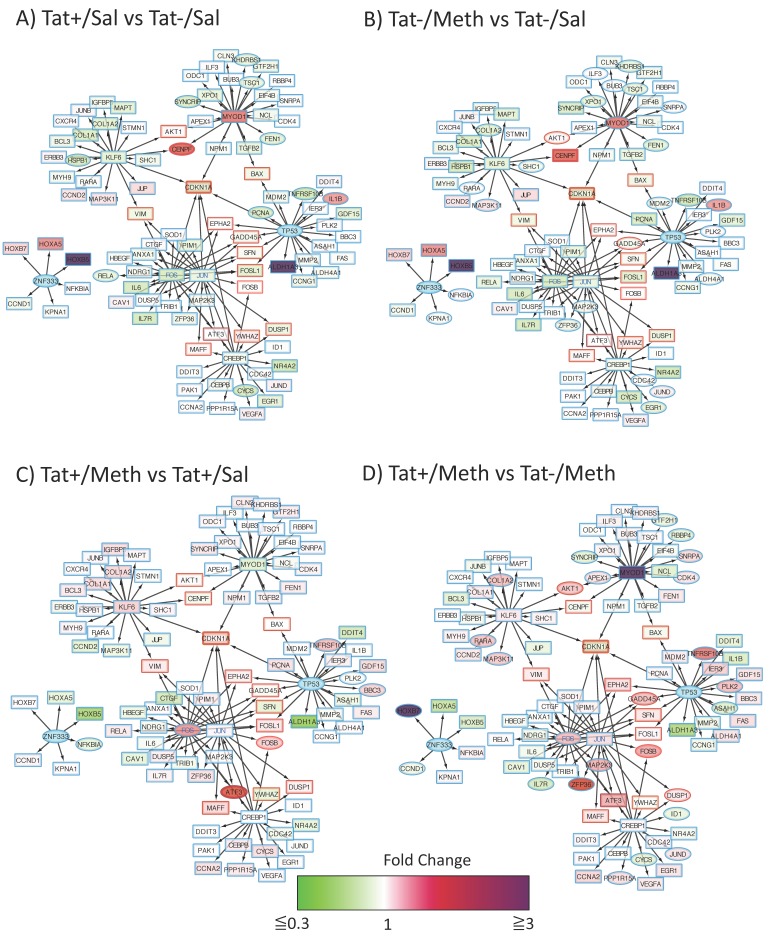
Modeling of the interactions between predicted dominant transcription factors and their targets. Genes that were significantly modified by Meth alone and by Tat in the context of Meth were searched using iRegulon in Cytoscape, to identify targets of commonly relevant transcription factors according to TRANSFAC simulations. Then, individual networks were merged for the identification of common targets. Merged components were used for visualization of the impact of individual conditions by applying fold change data attributes. Red/magenta nodes represent upregulated and green nodes are downregulated changes. Elliptical shapes represent statistically significant changes. Red lines represent common targets between two or more transcription factors. Blue nodes represent transcription factors found to be relevant in TRANSFAC simulations, but not represented in the data. Each coded comparison allows the visualization of (**A**) the effects of Tat from the comparison of Tat+/Sal vs. Tat−/Sal; (**B**) the effects of Meth from the comparison of Tat−/Meth vs. Tat−/Sal; (**C**) the effects of Meth in the context of Tat, from the comparison between Tat+/Meth vs. Tat+/Sal; and (**D**) the effects of Tat in the context of Meth from the comparison between Tat+/Meth vs. Tat−/Meth.

**Figure 4:**
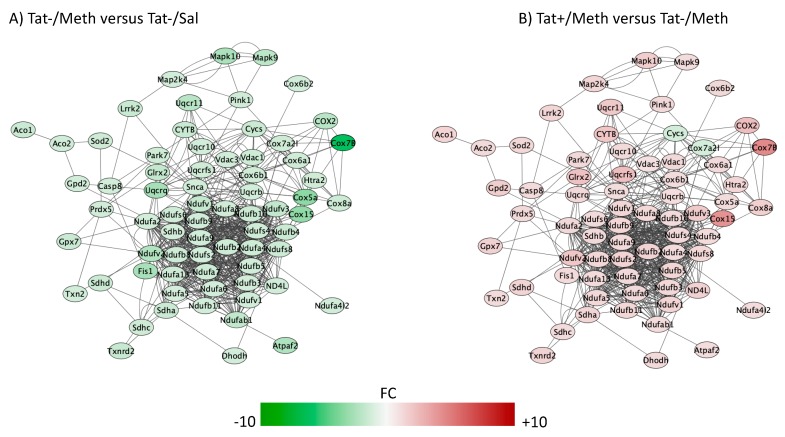
Mitochondrial dysfunction pathway. Genes with overlapping actions observed in (**A**) Tat−/Meth vs. Tat−/Sal and in (**B**) Tat+/Meth vs. Tat−/Meth and assigned to mitochondrial dysfunction were loaded into Cytoscape via Genemania; significant changes (*p* < 0.01) associated to assigned comparisons were visualized by loading node attributes. Tat−/Meth vs. Tat−/Sal *p* = 4.80 × 10^−15^ and Tat+/Meth vs. Tat−/Meth *p* = 2.19 × 10^−11^, with 65.5% and 57.9% overlap, respectively.

**Figure 5:**
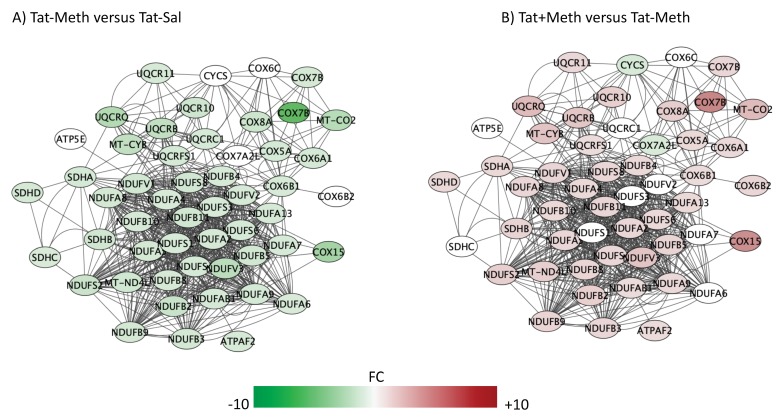
Oxidative phosphorylation pathway. Genes with overlapping actions observed in (**A**) Tat−/Meth vs. Tat−/Sal and in (**B**) Tat+/Meth vs. Tat−/Meth and assigned to oxidative phosphorylation were loaded into Cytoscape via Genemania; significant changes associated to assigned comparisons (*p* < 0.01) were visualized by loading the node attributes table. Tat−/Meth vs. Tat−/Sal *p* = 1.56 × 10^−14^ and Tat+/Meth vs. Tat−/Meth *p* = 4.50 × 10^−12^, with 73.9% and 67.0% overlap, respectively.

**Figure 6:**
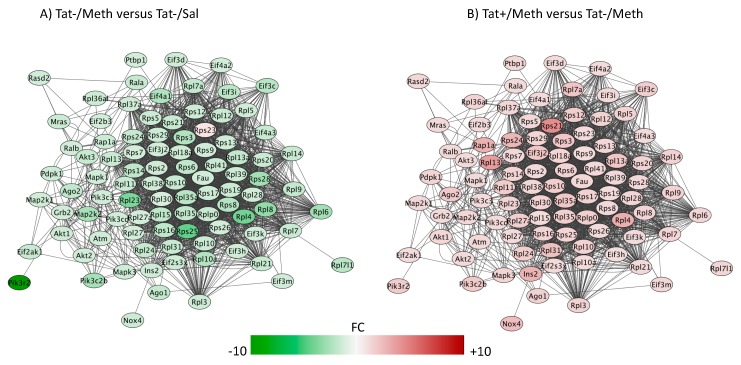
Eukaryotic initiation factor 2 (EIF2) signaling pathway. Genes with overlapping actions observed in (**A**) Tat−/Meth vs. Tat−/Sal, and in (**B**) Tat+/Meth vs. Tat−/Meth and assigned to EIF2 signaling were loaded into Cytoscape via Genemania; significant changes associated to assigned comparisons (*p* < 0.01) were visualized by loading the node attributes table. Tat−/Meth vs. Tat−/Sal *p* = 7.37 × 10^−12^ and Tat+/Meth vs. Tat−/Meth *p* = 6.03 × 10^−13^, with 58% and 56.4% overlap, respectively.

**Figure 7:**
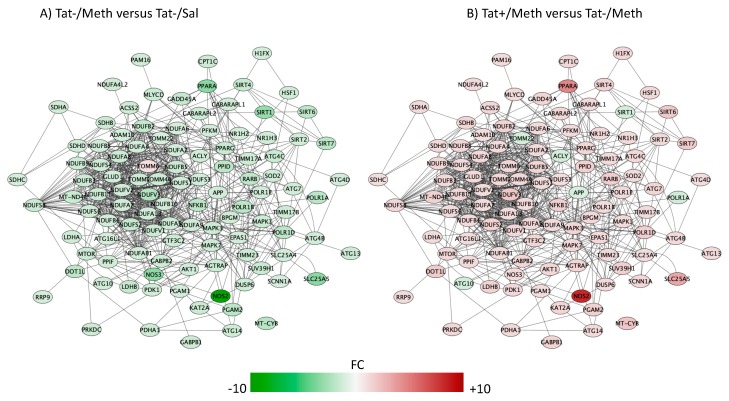
Sirtuin signaling pathway. Genes with overlapping actions observed in (**A**) Tat−/Meth vs. Tat−/Sal and in (**B**) Tat+/Meth vs. Tat−/Meth and assigned to sirtuin signaling were loaded into Cytoscape via Genemania; significant changes associated to assigned comparisons (*p* < 0.01) were visualized by loading the node attributes table. Tat−/Meth vs. Tat−/Sal *p* = 4.03 × 10^−8^ and Tat+/Meth vs. Tat−/Meth *p* = 3.24 × 10^−7^, with 50.4% and 46.4% overlap, respectively.

**Figure 8:**
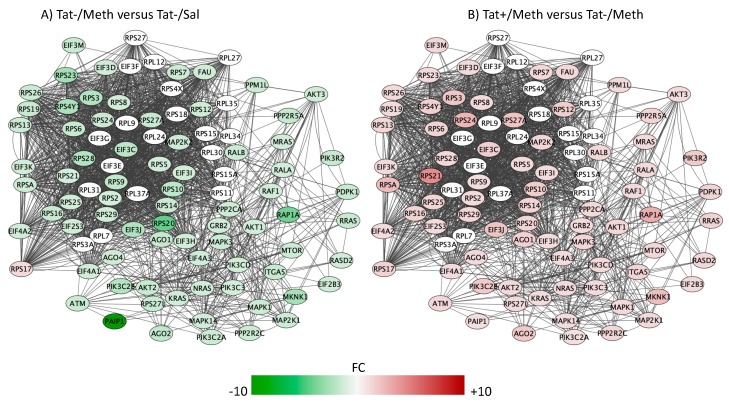
Regulation of the eukaryotic initiation factor 4 (eIF4) and p70S6K signaling. Genes with overlapping actions observed in (**A**) Tat−/Meth vs. Tat−/Sal and in (**B**) Tat+/Meth vs. Tat−/Meth, and assigned to the regulation of eIF4 and p70S6K signaling were loaded into Cytoscape via Genemania; significant changes associated to assigned comparisons (*p* < 0.01) were visualized by loading the node attributes table. Tat−/Meth vs. Tat−/Sal *p* = 7.55 × 10^−6^ and Tat+/Meth vs. Tat−/Meth *p* = 7.53 × 10^−6^, with 51.8% and 48.9% overlap, respectively.

**Figure 9:**
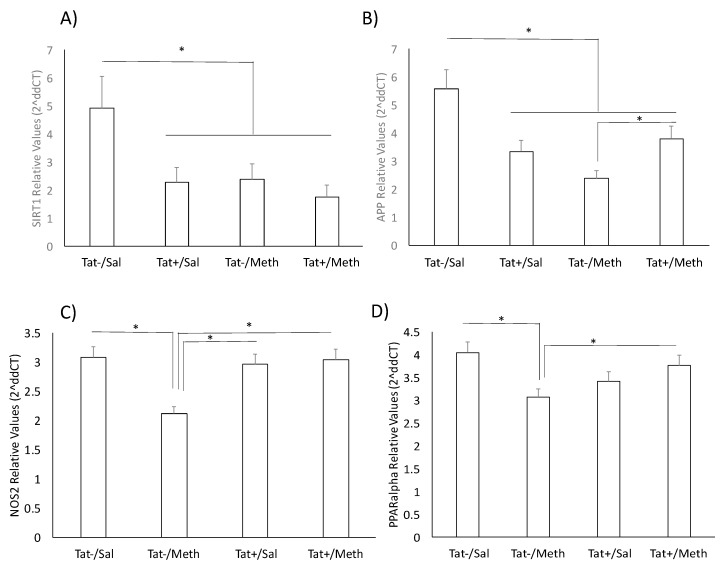
PCR validation of key genes not affected by the interaction between Tat expression and Meth during sensitization. The primers for (**A**) SIRT1; (**B**) amyloid precursor protein (APP); (**C**) NOS2; and (**D**) PPARa were purchased from Qiagen, and the expression was normalized by the average of 2 housekeeping genes, 18S and GAPDH. * *p* < 0.05 in ANOVA followed by Bonferroni’s post hoc test between assigned comparisons.

**Figure 10:**
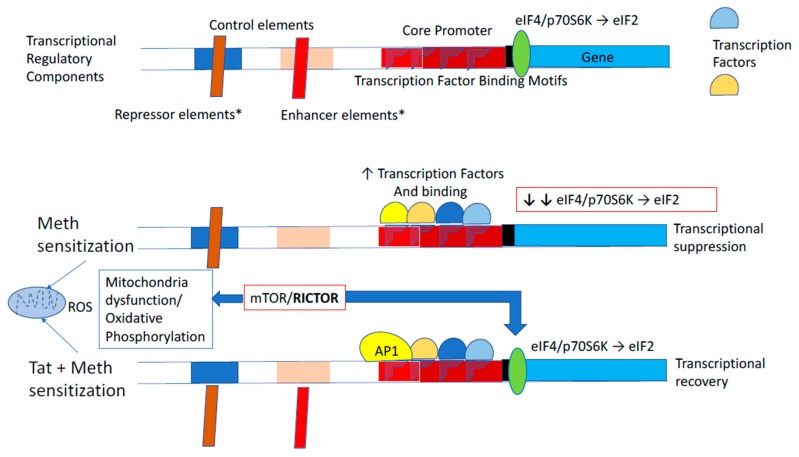
Summary figure of the systems biology-generated hypothesis. Studies on transcriptional patterns, pathway analysis, and transcription factor usage predictions in the brain of Tat-transgenic mice sensitized with Meth suggest the following: Both Meth sensitization alone, and along with the induction of HIV Tat protein, activate transcriptional regulatory mechanisms affecting the same genes but in opposite ways. Overlapping transcriptional factor usage between these two conditions are predicted and could be further regulated by differential actions on transcriptional control elements outside the core promoter, as well as levels of transcription and translation initiation factors (eIF2 and eIF4). These differences can be orchestrated by pathways in the mitochondria, including production of reactive oxygen species (ROS) contributing to changes in oxidative phosphorylation, with mTOR/RICTOR complex as a central regulator, and with AP1 support. We disclose that this concept was generated by a systems biology analytical strategy, and further experiments are necessary.

**Table 1:** Number of signatures derived from group comparisons for gene expression in brains from Tat+ and Tat− mice treated with Meth or with saline, with FDR_BH < 0.05, and absolute fold change >2.0 upon assigned comparisons.

Description	Number of Genes	% of Genes	Number Downregulated	Number Upregulated
Tat−/Meth vs. Tat−/Sal	712	3.85	675	37
Tat+/Meth vs. Tat+/Sal	0	0	0	0
Tat+/Meth vs. Tat−/Meth	773	4.18	44	729
Tat+/Sal vs. Tat−/Sal	1	0.005	1	0

**Table 2:** Forty most downregulated genes in Tat−/Meth animals as compared with Tat−/Sal.

GeneSymbol	Gene Name	Tat−/Meth vs. Tat−/Sal Fold Change	FDR_BH *p* Value
Bard1	BRCA1 associated RING domain 1	−50.62054	1.49 × 10^−12^
Sall4	sal-like 4 (Drosophila)	−36.81502	1.31 × 10^−11^
Krtap10-10	keratin associated protein 10-10	−28.0749	9.03 × 10^−15^
Krtap8-2	keratin associated protein 8-2	−27.74784	5.26 × 10^−11^
Olfr1350	olfactory receptor 1350	−26.34379	7.71 × 10^−8^
Klk11	kallikrein related-peptidase 11	−25.88588	6.23 × 10^−7^
Krtap5-5	keratin associated protein 5-5	−25.47586	3.83 × 10^−12^
Sox13	SRY-box containing gene 13	−25.23627	6.90 × 10^−13^
Elane	elastase, neutrophil expressed	−23.62923	1.70 × 10^−13^
Baiap2l2	BAI1-associated protein 2-like 2	−22.7781	3.03 × 10^−14^
Obp1a	odorant binding protein Ia	−22.46356	7.77 × 10^−11^
C87414	expressed sequence C87414	−21.31501	4.89 × 10^−2^
Chrna2	cholinergic receptor, nicotinic, alpha polypeptide 2 (neuronal)	−20.67663	7.91 × 10^−12^
Vax2	ventral anterior homeobox containing gene 2	−20.52762	3.65 × 10^−13^
Myod1	myogenic differentiation 1	−19.55757	3.01 × 10^−6^
Lman1l	lectin, mannose-binding 1 like	−19.06574	8.39 × 10^−8^
Tbx10	T-box 10	−19.04252	3.88 × 10^−7^
Uimc1	ubiquitin interaction motif containing 1	−18.35725	1.63 × 10^−9^
Adat1	adenosine deaminase, tRNA-specific 1	−17.68073	7.22 × 10^−11^
Notum	notum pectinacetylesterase homolog (Drosophila)	−17.47123	8.13 × 10^−14^
4Sun5	Sad1 and UNC84 domain containing 5	−17.39883	5.34 × 10^−8^
H2−Ob	histocompatibility 2, O region beta locus	−16.88096	5.41 × 10^−14^
Msx2	homeobox, msh-like 2	−16.50882	7.78 × 10^−7^
Pgc	progastricsin (pepsinogen C)	−15.78614	1.38 × 10^−11^
Slc45a3	solute carrier family 45, member 3	−15.57587	3.57 × 10^−13^
Aldh3a1	aldehyde dehydrogenase family 3, subfamily A1	−15.56452	1.23 × 10^−13^
Apobec3	apolipoprotein B mRNA editing enzyme, catalytic polypeptide 3	−15.04451	2.72 × 10^−14^
Cd79a	CD79A antigen (immunoglobulin-associated alpha)	−14.53746	1.52 × 10^−6^
Zglp1	zinc finger, GATA-like protein 1	−14.42331	1.60 × 10^−13^
Tm4sf5	transmembrane 4 superfamily member 5	−14.26034	6.67 × 10^−11^
Pom121l2	POM121 membrane glycoprotein-like 2 (rat)	−14.03769	2.06 × 10^−11^
Gng4	guanine nucleotide binding protein (G protein), gamma 4	−13.83425	6.72 × 10^−7^
Cym	chymosin	−13.65853	9.79 × 10^−14^
Tsga10ip	testis specific 10 interacting protein	−13.288	1.21 × 10^−9^
Msi1	Musashi homolog 1(Drosophila)	−13.23837	7.31 × 10^−11^
Olfr1243	olfactory receptor 1243	−12.73216	1.03 × 10^−8^
Atp6v1g3	ATPase, H+ transporting, lysosomal V1 subunit G3	−11.99044	4.40 × 10^−10^
Casp14	caspase 14	−11.97585	2.44 × 10^−12^
Tgif2lx1	TGFB−induced factor homeobox 2-like, X-linked 1	−11.71554	8.92 × 10^−8^
Tmem146	transmembrane protein 146	−11.54644	1.41 × 10^−10^

**Table 3:** Genes significantly affected by Tat−/Meth as compared with the Tat−/Sal group.

Gene Symbol	Gene Name	Tat−/Meth vs. Tat−/Sal Fold Change	Tat−/Meth vs. Tat−/Sal FDR BH *p* Value
Gm9456	predicted gene 9456	2.001916	0.000107467
LOC100039183	serine/threonine-protein kinase MARK2-like	2.003197	2.90 × 10^−8^
Gm1574	predicted gene 1574	2.035995	0.002292041
Zfp395	zinc finger protein 395	2.036129	0.001748075
1700110I01Rik	RIKEN cDNA 1700110I01 gene	2.036459	1.13 × 10^−6^
Rarres1	retinoic acid receptor responder (tazarotene induced) 1	2.048939	0.005048167
Fbxl13	F-box and leucine-rich repeat protein 13	2.058912	0.001058074
Anp32a	acidic (leucine-rich) nuclear phosphoprotein 32 family, member A	2.075739	0.038582564
Mt3	metallothionein 3	2.079847	2.92 × 10^−7^
Itprip	inositol 1,4,5-triphosphate receptor interacting protein	2.081287	7.17 × 10^−5^
Wnt3	wingless-related MMTV integration site 3	2.088605	0.000620551
Zfyve1	zinc finger, FYVE domain containing 1	2.093638	6.59 × 10^−9^
Fam89a	family with sequence similarity 89, member A	2.128657	6.71 × 10^−5^
Gm6729	predicted gene 6729	2.129533	1.17 × 10^−7^
Iqub	IQ motif and ubiquitin domain containing	2.132557	0.000114519
Hadha	hydroxyacyl-Coenzyme A dehydrogenase/3-ketoacyl-Coenzyme A thiolase/enoyl-Coenzyme A hydratase (trifunctional protein), alpha subunit	2.143009	7.35 × 10^−9^
Eppk1	epiplakin 1	2.143974	0.001827944
2810410L24Rik	RIKEN cDNA 2810410L24 gene	2.155585	3.74 × 10^−6^
Olfr738	olfactory receptor 738	2.164412	0.022625224
Wdr96	WD repeat domain 96	2.165153	0.002248195
Akap14	A kinase (PRKA) anchor protein 14	2.168142	0.002020088
Ngly1	N-glycanase 1	2.181488	5.73 × 10^−7^
Arl6ip1	ADP-ribosylation factor-like 6 interacting protein 1	2.190554	4.98 × 10^−10^
Htr6	5-hydroxytryptamine (serotonin) receptor 6	2.206588	0.045116169
Tmod4	tropomodulin 4	2.216105	1.53 × 10^−5^
Atp10a	ATPase, class V, type 10A	2.286466	0.002265009
3000002C10Rik	glyceraldehyde-3-phosphate dehydrogenase pseudogene	2.32011	4.51 × 10^−10^
Fbxo33	F-box protein 33	2.339012	6.53 × 10^−9^
Rasd1	RAS, dexamethasone-induced 1	2.364438	0.005352506
5430417L22Rik	RIKEN cDNA 5430417L22 gene	2.370661	1.40 × 10^−5^
Rfx7	regulatory factor X, 7	2.396731	0.000533103
Renbp	renin binding protein	2.400166	0.010819928
A4galt	alpha 1,4-galactosyltransferase	2.620867	0.000456334
Hist4h4	histone cluster 4, H4	3.15377	8.77 × 10^−11^
Tmprss11bnl	transmembrane protease, serine 11b N terminal like	3.158875	5.79 × 10−8
1700027A23Rik	RIKEN cDNA 1700027A23 gene	3.438965	8.85 × 10^−9^
Gm10461	predicted gene 10461	4.734624	2.28 × 10^−10^

**Table 4:** Genes that were significantly changed by Tat, upon the comparison between Tat+/Sal and Tat−/Sal.

Gene Symbol	Gene Name	Tat+/Sal vs. Tat−/Sal Fold Change	FDR BH *p* Value
**Cox7B**	cytochrome c oxidase, subunit XVII assembly protein homolog	−2.327017	0.023942447
**Cbx7**	chromobox homolog 7	−1.947657	0.023942447
**Lingo1**	leucine rich repeat and Ig domain containing 1	−1.916766	0.02866605
**1700071K01Rik**	RIKEN cDNA 1700071K01 gene	−1.760823	0.02866605
**Gm9372**	predicted gene 9372	−1.723841	0.02866605
**D230035N22Rik**	RIKEN cDNA D230035N22 gene	−1.696028	0.023942447
**Slco1a5**	solute carrier organic anion transporter family, member 1a5	−1.68099	0.035075396
**Gm17753**	predicted gene, 17753	−1.679336	0.031019153
**Gm3146**	predicted gene 3146	−1.535604	0.023942447
**Mpp3**	membrane protein, palmitoylated 3 (MAGUK p55 subfamily member 3)	−1.520024	0.03363897
**Sgcg**	sarcoglycan, gamma (dystrophin-associated glycoprotein)	−1.511241	0.034422557
**Bcam**	basal cell adhesion molecule	1.587535	0.036223264

**Table 5:** Transcription factor motifs site/sequence matrix identified in the proximal promoter region of genes upregulated by Meth alone, from the comparison between Tat−/Meth versus Tat−/Sal brains, and of genes upregulated by Tat in the context of Meth, from the comparison between Tat+/Meth versus Tat−/Meth brains. NS = not significant.

Matrix	Factor Name	Sequence	Sites Tat−/Meth vs. Tat−/Sal (MSS)	Sites/Sequences Tat−/Meth vs. Tat−/Sal (CSS)	Sites Tat+/Meth vs. Tat−/Meth (MSS)	Sites/Sequences Tat+/Meth vs. Tat−/Meth (CSS)
**V$CPBP_Q6**	KLF6	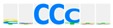	117	5.57	1627	3.86
**V$TATA_01**	TBP-related factors	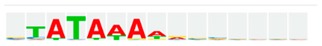	NS	NS	156	2.82
**V$BCL6_Q3_01**	BCL-6 factors	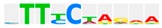	3	3.00	NS	NS
**V$ZNF333_01**	ZNF333		25	2.50	369	1.84
**V$MAZ_Q6_01**	MAZ	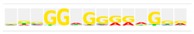	10	2.50	NS	NS
**V$SRY_Q6**	Sox-related factors	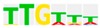	NS	NS	330	1.95
**V$AP1_03**	AP-1 (JUN/FOS)	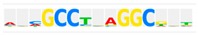	24	2.40	198	2.28
**V$ZFP161_04**	ZFP161	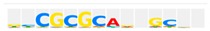	21	2.33	NS	NS
**V$SP1_Q6_01**	Sp1 group	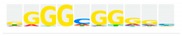	16	2.29	NS	NS
**V$BEN_01**	BEN	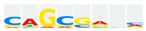	29	2.23	NS	NS
**V$NR3C1_03**	GR-like receptors	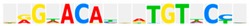	8	2.00	NS	NS
**V$CREBP1_01**	ATF-2 group	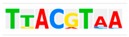	2	2.00	145	2.07
**V$P53_04**	TP53	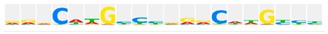	4	2.00	128	1.97
**V$MYOGENIN_Q6_01**	MYOD1	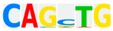	14	2.00	398	2.57
**V$BBX_03**	Bbx	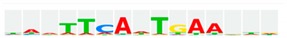	NS	NS	11	1.83

## Supplementary Materials

The following are available online at https://www.mdpi.com/1999-4915/12/4/426/s1, Table S1: Supplementary threshold metadata—complete list of thresholds, *p* values and signatures in two excel sheets, correspondent to Meth and to Tat expression in the context of Meth. Table S2: Supplementary Tat mouse pathway metadata—complete list of genes, thresholds and *p* values in all the significant predicted pathways.

How the deposited data were processed for this re-analysis (not part of the article)

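The data are 20 one-colour array files with the intensity values that the authors deposited: per spot a raw signal, a background and a background-subtracted processed signal, as written by the authors' feature extraction software. Each of the 4 groups has 5 arrays. Each array has 62976 spots, 3671 of them control spots, and 55681 probes, of which 27656 carry a gene symbol (20972 symbols). The values of the series matrix were also read. For 99.8 to 100% of the probes with a single spot they match the background-subtracted signal with a constant added per array, within 1% or 0.1, and they served as an alternative.

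The processed signal was taken as intensity, spots marked as non-uniform or population outliers by the authors' software were left out (4278 over all arrays), and the remaining spots of a probe were averaged on the log2 scale. Each array was scaled to its 75th percentile with the mean of the arrays added back; the largest difference between arrays was 0.7 log2 units. A probe needed a value on at least 3 arrays of each group. Gene symbols came from the accession that names each probe, matched to a reference annotation by name only. The brightest probe of a gene, by its mean over all arrays, stood for the gene, and a gene was tested when the mean of at least 1 group reached 6 log2 units.

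Comparisons were made in limma with 1 mean per group and moderated variances. The 5 comparisons of groups are Tat−/Meth vs. Tat−/Sal, Tat+/Meth vs. Tat+/Sal, Tat+/Meth vs. Tat−/Meth, Tat+/Sal vs. Tat−/Sal and Tat+/Meth vs. Tat−/Sal, and the interaction is the effect of Meth in Tat+ mice less that in Tat− mice. A gene was called at a Benjamini–Hochberg adjusted *p* under 0.05 and a change above 2-fold, the limits of the paper's results; the stricter limits of its methods were an alternative. In a simulation with the spread of these arrays and 200 genes changed by 2 log2 units, 99.5% were called and 1 unchanged gene was.

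Families were tested with camera at a correlation of 0.01 between genes, and again with fry and with an estimated correlation. They were Nduf genes, oxidative phosphorylation subunits, cytosolic ribosomal proteins, Eif2 genes, Eif4 genes, sirtuins, mTOR complex genes, AP-1 genes, immediate early genes, olfactory, vomeronasal and taste receptors, keratin-associated proteins with beta-defensins, and markers of striatum, cortex, choroid plexus, oligodendrocytes, astrocytes and red blood cells, sex genes and genes encoded in mitochondrial DNA. Differences of single values between groups have exact two-sided permutation tests.

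The genes named are those that the paper's text or Tables 2 to 4 name for these comparisons (the first 3 genes of Table 2, the 3 with the largest change of Table 3 and those of Table 4, of which 1 is not reported here but stays in the counts over the lists), and per comparison and direction the 3 genes with the largest change among those called whose groups do not overlap (for the interaction, among those called). Genes below the limit of 6 were looked up without it and were not carried through the alternatives: Il1b, Hoxa5, Hoxb5, Hoxb7, Cenpf, Icam1, Tmprss11b and Slco1a5. No probe matched Gm10461, Gm9372, D230035N22Rik, Gm17753 or Gm3146.

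The alternatives were quantile normalization, median scaling, no scaling, normexp background correction with an offset of 50, the series matrix values, a filter on probes well above background, no filter, every probe on its own, the mean over a gene's probes, slide as a fixed or random block, only the 2 groups compared, a trend in the prior variance, the methods' t-test with and without adjustment, other thresholds, replicate number as a block, and each array left out in turn. Normexp was run on the median foreground signal because the files have no mean signal. With its offset 20970 genes passed the signal limit. Series matrix values below 1 were set to 1 before the logarithm (7803 values).

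The paper's lists for pathway analysis, its transcription factor predictions and its qPCR were not used here. The software was R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.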

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

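The tests on Tat−/Meth replicate 5, of its background and of a wrong label, were chosen only after the result was seen.

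The effect of Meth differed between Tat+ and Tat− mice in 1124 genes by the interaction test. Of 100 splits that reassign Meth and saline within each Tat group, drawn from 31752, only the real one gave as many genes (1 of 100 splits, the largest other count was 951), so chance alone can be excluded. A difference of slide 1 stays open. The log2 signal of the bright corner spots on slide 1 minus that on the other slides was −2.38, against an SD of 0.17 within slides and a difference of 0.1 between slides 3 and 2. The interaction may therefore come from slide 1, which holds all arrays of 1 of its 4 groups, or from an effect of Tat on the response to Meth. The arrays cannot tell the 2 apart, because no array of another group lies on that slide, and the paper's qPCR was not used here.

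Probes without a gene symbol, which the paper does not discuss, were called more often than genes: 2452 of 11717 (20.93%) in Tat−/Meth vs. Tat−/Sal, 2318 of them lower. Called in Tat+/Meth vs. Tat−/Meth were 2526, 114 of them lower, in Tat+/Sal vs. Tat−/Sal 8 and in Tat+/Meth vs. Tat−/Sal 1. For Tat+/Meth vs. Tat+/Sal limma called 0 of these probes. The pattern follows that of the genes, and the same difference of slide 1 may underlie it (−2.38). No biological explanation was tested for these probes.

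Tat−/Meth replicate 5 lies apart from the other 4 arrays of its group in 4 measures. Its share of probes well above background was 70.9% (others 56.4 to 60.2), its second principal component 38.7 (−12.8 to −7.2), its median correlation with the group 0.9854 (0.9931 to 0.9932) and the raw median of its negative control spots 95.25 (48.5 to 50). The raised negative controls are in line with a higher background on that array as the source of the other 3. The other slide 1 arrays, at 48.5 to 50, also lay above all arrays of slides 2 and 3 (24 to 29.75) in this raw median. A wrong label of replicate 5 stays open. On the first component the array lies at 45.9, the lowest of its group, and the highest array of any other group at −9.6, but this component also separates slide 1 from the others, so it says nothing on which group the sample came from. No biological explanation was tested. Without this array 1109 genes were called in Tat−/Meth vs. Tat−/Sal, and the adjusted *p* of 1700071K01Rik in Tat+/Sal vs. Tat−/Sal fell to 0.0212.

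Among array measures and control spots 6 values lay beyond Dixon's limit in 48 groups of 5, where about 2.4 come by chance, and 4 of the 6 are those of Tat−/Meth replicate 5 above. The others are Tat−/Sal replicate 5 in a spike-in probe (E1A a97, 14.64 against 14.87 to 14.95 log2 units) and Tat+/Sal replicate 4 in the raw median of the negative controls (27.5 against 29 in the other 4). No explanation was tested for either.

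Among the named genes 11 values lay beyond the limit in 202 groups, where about 10.1 come by chance. They are, in log2 units, Dusp1 in Tat+/Meth replicate 5 (12 against 11.52 to 11.64), Sirt5 in Tat−/Sal replicate 3 (11.36 against 11.16 to 11.21), Nos2 in Tat+/Meth replicate 4 (9.79 against 10.04 to 10.12), Rictor in Tat−/Sal replicate 1 (10.06 against 10.33 to 10.44), Bard1 in Tat−/Sal replicate 2 (13.01 against 13.52 to 13.56) and Xndc1 in Tat−/Sal replicate 5 (4.81 against 6.98 to 7.31). The rest lie in Tat−/Meth: 1700071K01Rik in replicate 5 (7.03 against 5.39 to 5.75), Gm11938 in replicate 5 (3.78 against 5.81 to 6.04), Bex6 in replicate 5 (3.7 against 2.8 to 2.99), Krtap19-5 in replicate 2 (7.24 against 5.7 to 5.97) and Trat1 in replicate 2 (9.51 against 5.68 to 6.48). The number is close to that of chance, and no biological explanation was tested.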

How the results depend on the processing

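The 1.5-fold threshold and the scaling of the control spots were chosen only after the data were seen. Where a value below changed, the cause was not tested, apart from thresholds and filters, which by construction change how many genes can be called.

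The count in Tat−/Meth vs. Tat−/Sal, 1034 (978 lower), became 1570 without scaling (1565 lower), 534 with normexp (463 lower), 1631 with no filter (1382 lower), 3651 with every probe, 514 at adjusted *p* under 0.01 and 3-fold, 7588 without a fold and 2088 at 1.5-fold. The share lower, 94.6% (Wilson 95% interval 93 to 95.8), became 90 with quantile normalization, 86.1 with median scaling, 99.7 without scaling, 86.7 with normexp, 92.6 with the series matrix values, 84.7 with no filter, 99.2 at 0.01 and 3-fold, 30.4 without a fold and 68.2 at 1.5-fold. The other alternatives kept the count within 1.5 times this value and the share within its interval.

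In Tat+/Meth vs. Tat−/Meth the count of 1091 became 550 with normexp, 3795 with every probe, 547 at 0.01 and 3-fold, 8220 without a fold and 2304 at 1.5-fold. The interaction's 1124 became 1762 without scaling, 688 with normexp, 3915 with every probe, 544 at 0.01 and 3-fold, 5437 without a fold and 2204 at 1.5-fold. The genes changed in opposite directions, 920, became 1390 without scaling, 461 with normexp, 3262 with every probe, 468 at 0.01 and 3-fold, 6669 without a fold and 1729 at 1.5-fold. The correlation of the fold changes, −0.962 (jackknife SE 0.0138), was −0.944 with normexp and −0.912 with no filter.

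In Tat+/Meth vs. Tat+/Sal limma called 0 (1838 at unadjusted *p* under 0.05), and 1 with median scaling, 1 with slide as a random block and 11 with the methods' t-test, unadjusted. Also 0 were called in Tat+/Meth vs. Tat−/Sal (1177 at unadjusted *p* under 0.05), and 1 with median scaling, 1 with every probe and 14 with the methods' t-test, unadjusted. In Tat+/Sal vs. Tat−/Sal the count of 3 became 0 with normexp, with slide as a fixed block or at 0.01 and 3-fold (3094 at unadjusted *p* under 0.05), and 14 with every probe, 18 with slide as a random block, 6 with the methods' t-test, unadjusted, 214 without a fold and 10 at 1.5-fold.

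The replicate block gave 5 genes in Tat+/Sal vs. Tat−/Sal. The replicate numbers do not pair the arrays: after the group means were removed, arrays of the same number correlated at −0.178 to 0.355.

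Of the listed genes that passed in the listed direction, 59 (called for Tables 2 and 3, at adjusted *p* under 0.05 alone for Table 4), there were 39 without scaling. Of the 10 tests of gene families and pathways the paper discusses, 1 passed camera, and 0 did with median scaling, 3 without scaling, 2 with normexp, 2 with the series matrix values and 2 with no filter.

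Without scaling the family medians reversed: Nduf genes to −0.375 in Tat−/Meth vs. Tat−/Sal and 0.285 in Tat+/Meth vs. Tat−/Meth, Eif2 genes to −0.181 and 0.127, Eif4 genes to −0.236 and 0.158, sirtuins to −0.226 and 0.09, and cytosolic ribosomal proteins to −0.417 in the former comparison. The ribosomal median in Tat−/Meth vs. Tat−/Sal also reversed with normexp (−0.043) and the series matrix values (−0.021) and passed camera with quantile normalization (0.191). The ribosomal median in Tat+/Meth vs. Tat−/Meth reversed with quantile normalization (−0.197) and median scaling (−0.108) and no longer passed with every probe (0.002). The Eif2 genes passed in that comparison with no filter (−0.211) and every probe (−0.205).

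The global transcription volume, 5.46% higher in Tat−/Meth, reversed to −21.7% without scaling. It was 18.1% with median scaling, 16.6% with no filter and 0.244% with every probe, none of them past the exact test. The values that kept direction and side of the threshold were 6.64 with quantile normalization, 15.8 with normexp, 6.73 with the series matrix values, 4.93 with the filter on probes well above background, 5.73 with the mean over probes, 8.51 relative to Tat−/Sal and 5.81 over genes with adjusted *p* under 0.05. The first of the principal components, 55.9% (jackknife SE 7.32), held 47.4% with normexp, 29.7% with no filter and 38.4% with unit variance. The difference of the bright corner spots was −2.04 after scaling, against −2.38.

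Of 97 values of single genes, the alternatives other than leaving out an array gave 1288 with the same direction and side of the threshold, 89 weaker, 21 stronger and 50 reversed, 32 of these without scaling. Weaker values came from median scaling (19), normexp (14), no scaling (12) and no filter (10) most often. Reversed without scaling in Tat−/Meth vs. Tat−/Sal were Htr6 −0.096, Klf6 −0.26, Akt1 −0.394, Fos −0.215, Jun −0.411, Fosb −0.332, Dusp1 −0.277, Cox7a2l −0.202, Cycs −0.134, Sirt2 −0.322, Sirt3 −0.226, Sirt4 −0.225, Sirt5 −0.271, Sirt7 −0.105, App −0.385, Tomm22 −0.236 and Acly −0.39. Those in Tat+/Meth vs. Tat−/Meth were Htr6 0.071, Klf6 0.115, Jun 0.234, Dusp1 0.18, Cox7a2l 0.15, Sirt2 0.333, Sirt3 0.034, Sirt4 0.09, Sirt5 0.132, App 0.15, Tomm22 0.139, Acly 0.298 and Rictor 0.023, and in Tat+/Sal vs. Tat−/Sal Cox7b −0.053 and Mpp3 −0.128.

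The other reversals of single genes in Tat−/Meth vs. Tat−/Sal were Cox7b 0.115 and Jun −0.041 with quantile normalization, Cox7b 0.093 with median scaling, Jun −0.044 with normexp and −0.014 with the series matrix values, and Sirt4 −0.061 and Sirt6 0.015 with the mean over probes. Those in Tat+/Meth vs. Tat−/Meth were Cox7b −0.091 and Sirt2 0.034 with quantile normalization, Cox7b −0.065 and Akt1 −0.016 with median scaling, Sirt2 0.011 with normexp and Sirt4 0.054 with the mean over probes. In Tat+/Sal vs. Tat−/Sal they were Klf6 0.009 with median scaling, Mpp3 −0.001 with the series matrix values and Myod1 −0.65 with slide as a fixed block, and in Tat+/Meth vs. Tat+/Sal Jun −0.094 with median scaling and −0.011 with slide as a random block.

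With each array left out in turn, the counts ran from 998 to 1109 in Tat−/Meth vs. Tat−/Sal, 1066 to 1191 in Tat+/Meth vs. Tat−/Meth, 1069 to 1237 for the interaction, 890 to 1028 for opposite directions and 54 to 61 for the lists. The correlation ran from −0.966 to −0.954, the volume from 4.24 to 6.6% and the first component from 51.9 to 57.9%. The share lower ran from 89.6 (without Tat−/Meth replicate 1) to 96.8% (without Tat−/Meth replicate 5). The count in Tat+/Meth vs. Tat+/Sal ran from 0 to 1 (without Tat+/Sal replicate 2) and in Tat+/Meth vs. Tat−/Sal it was 0 in each. For Tat+/Sal vs. Tat−/Sal it ran from 0 (without Tat−/Sal replicate 1, Tat−/Sal replicate 2 or Tat+/Sal replicate 5) to 9 (without Tat+/Sal replicate 1). It was 1 without Tat−/Sal replicate 4, 6 without Tat−/Sal replicate 3 and 7 without Tat+/Sal replicate 2. The ribosomal median in Tat−/Meth vs. Tat−/Sal ran from −0.014 to 0.038 and reversed without Tat−/Meth replicate 2, Tat−/Meth replicate 5 or Tat−/Sal replicate 4; the number of families passing ran from 1 to 2, being 2 without each of these. For single genes 1822 values were the same, 92 weaker, 5 stronger and 17 reversed. The ranges that cross 0 are Jun −0.119 to 0.143 in Tat−/Meth vs. Tat−/Sal and −0.144 to 0.15 in Tat+/Meth vs. Tat+/Sal, Sirt2 −0.066 to 0.039 and Acly −0.078 to 0.003 in Tat+/Meth vs. Tat−/Meth, Acly −0.018 to 0.073 in Tat−/Meth vs. Tat−/Sal and Mpp3 −0.036 to 0.071 in Tat+/Sal vs. Tat−/Sal.

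Slide as a fixed block could not be fitted for comparisons with Tat−/Meth, for the interaction or for what rests on them. Signal over background limits the genes below 6 log2 units, where some arrays of a group have no probe well above background.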

Differences from the paper's values

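The alternative threshold of a 1.5-fold change was chosen only after the values were seen. A count or percentage is said to come within the paper's value when neither is more than 1.5 times the other.

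For Tat−/Meth vs. Tat−/Sal 6.85% of genes were called, and the paper's value is 3.85%. Of 17 alternatives set before the data were examined, only adjusted *p* under 0.01 and 3-fold (3.4%) came within the paper's value; the range was 2.55 to 50.2%. Of these genes 56 were higher, against the paper's 37. Within that value were the mean over probes (52), only the 2 groups compared (50), the methods' t-test with adjustment (41) and without (51), the replicate block (55) and the fits without Tat−/Meth replicate 5 (35) and without Tat−/Sal replicate 5 (42). The other alternatives were not. Called in this comparison and not in Tat+/Meth vs. Tat−/Meth were 114 genes, against the paper's 63; normexp (73), 0.01 with 3-fold (46) and the fit without Tat−/Meth replicate 5 (81) came within it, and the others did not.

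The percent of genes changed in Tat+/Meth vs. Tat−/Meth was 7.22, against the paper's 4.18%; the series matrix values (6.21%) and 0.01 with 3-fold (3.62%) came within it, and the others did not. Lower were 71 genes, against the paper's 44; within it were normexp (42), the filter on probes well above background (65), only the 2 groups compared (63) and the methods' t-test with adjustment (48) and without (63), and the fit without Tat−/Meth replicate 5 (60). The others were not.

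For Tat+/Sal vs. Tat−/Sal 3 genes were called, all lower, against the paper's 1 gene, which is lower (0.0199% against the paper's 0.005%). No alternative came within these values; the fit without Tat−/Sal replicate 4 gave 1 gene. The 12 genes of the paper's Table 4 have no limit of 2-fold (only 1 of them is above it), so the 3 genes called here are not a count of the same form, nor are the 14 of every probe, the 18 of slide as a random block and the 9 of the fit without Tat+/Sal replicate 1, which come within it in number only. At adjusted *p* under 0.05 alone there were 214 genes, and 10 at the 1.5-fold threshold, chosen after the values were seen. The others did not come within it.

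The first component held 55.9% of the variance, against the paper's value of about 31% in Figure 1C, read by eye; no filter (29.7%) and unit variance (38.4%) came within it and the others did not. The second held 7.33%, against the paper's about 21% (Figure 1C, read by eye); median scaling (22.4%), normexp (15%) and no filter (22.9%) came within it and the others did not.

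Htr6 was 1.25-fold higher, against the paper's 2.206588, and the alternatives ran from −1.07 to 1.38. Cox7b was 1.07-fold higher with Tat, against the paper's −2.327017 (alternatives −1.04 to 1.12). The paper describes that row as subunit XVII, which is Cox17, and Cox17 was 2.35-fold lower here, so the difference lies in the symbol if Cox17 is meant. Mpp3 was 1.01-fold, against the paper's −1.520024 (−1.09 to 1.07). None of the alternatives came within the paper's value for Htr6, Cox7b and Mpp3.

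The paper gives a lower global transcription volume with Meth in Tat− mice (Figure 1B). Here it was 5.46% higher, and lower only without scaling (−21.7%). The paper sums group-averaged fold changes without naming their denominator, so the measures may differ. Scaling also removes a shift shared by all genes, so the scaled volume cannot test a global fall. Without scaling a lower signal of slide 1 enters.

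The paper calls the sirtuins lower with Meth in Tat− mice. It also reports lower SIRT1 and APP with Meth by qPCR, which was not used here. Of the 7 sirtuins, 6 were higher on the arrays here and Sirt6 was lower. Without scaling Sirt2 (−0.322), Sirt3 (−0.226), Sirt4 (−0.225), Sirt5 (−0.271) and Sirt7 (−0.105) were lower as well, and Sirt1 was not. The paper also calls App, Cycs, Cox7a2l, Tomm22, Acly and Polr1a lower with Meth. Here the log2 fold changes were 0.04 for App, 0.29 for Cycs, 0.22 for Cox7a2l, 0.18 for Tomm22, 0.03 for Acly and 0.63 for Polr1a; without scaling all but Polr1a were lower.

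The paper describes mitochondrial, EIF2 and eIF4 pathway genes as suppressed by Meth and raised by Tat. Here the medians in Tat−/Meth vs. Tat−/Sal were 0.046 for Nduf genes, 0.24 for Eif2 genes and 0.185 for Eif4 genes, and −0.054, −0.211 and −0.18 in Tat+/Meth vs. Tat−/Meth. Without scaling each had the direction the paper gives (−0.375, −0.181 and −0.236, then 0.285, 0.127 and 0.158). Of these only the Nduf genes in Tat−/Meth vs. Tat−/Sal passed camera (adjusted *p* = 0.03).

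The paper's text gives a rise of Myod1 with Meth and with Tat. Here it was at least 9.3-fold lower with Meth, which is the direction of the paper's Table 2, and not called with Tat (log2 fold change 0.89, adjusted *p* = 0.381). The paper names a rise of Il1b; it was well above background on 1 of 5 Tat−/Meth arrays and none of the Tat+/Sal arrays. The paper names Dusp1 and Gadd45a as raised by Tat in the context of Meth. Dusp1 was −0.16 (adjusted *p* = 0.318, 0.18 without scaling). Gadd45a was 0.23 (adjusted *p* = 0.0941, and 0.0344 without Tat+/Meth replicate 1) and 0.567 without scaling. For Gadd45a 1 alternative besides left-out arrays passed.

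Of the genes in Table 2, Adat1 and Gng4 were not called in any setting, Cd79a and Tsga10ip were not tested and no setting called them, and Klk11, not tested, was called with the series matrix values. Of Table 3, Gm1574, Rarres1, Fbxl13, Itprip, Wnt3, Eppk1 and Ngly1 (1.73- to 1.985-fold) passed adjusted *p* under 0.05 and so the thresholds without a fold and of 1.5-fold, the latter chosen after the values were seen. Of the alternatives that keep 2-fold, only median scaling called Gm1574, Wnt3 and Olfr738. Ngly1 was called with quantile normalization and median scaling, and Itprip with these and slide as a random block. Rarres1 was called in none of these and Htr6 in no setting. Fits with 1 array left out also called Gm1574 and Wnt3 (2 of 20 each), Itprip and Olfr738 (4 of 20 each) and Fbxl13 and Eppk1 (1 of 20 each). Of Table 4, 1700071K01Rik passed without Tat−/Meth replicate 5 and in 5 other alternatives. Among these were quantile normalization, slide as a random block and only the 2 groups compared. With slide as a fixed block its log2 fold change was −0.007. Cox7b and Mpp3 passed in none. Not tested were Gm9456, LOC100039183, Gm6729, 3000002C10Rik, 5430417L22Rik, Tmprss11bnl and Gm10461 of Table 3 and Gm9372, D230035N22Rik, Slco1a5, Gm17753 and Gm3146 of Table 4.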

Other observations

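Of the tests in this part none was chosen after its result was seen, apart from normexp on the receptor families, the calls by signal, the second probes that are bright on all arrays and the genes of Tat+/Sal vs. Tat−/Sal by slide.

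More genes were called with Tat−/Meth than between any other groups. Of 100 splits of the 10 arrays drawn from 126, only the real one gave as many genes in Tat−/Meth vs. Tat−/Sal (1 of 100 splits, largest other count 539). The same held in Tat+/Meth vs. Tat−/Meth (1 of 100, 566), so chance alone can be excluded for both. In Tat+/Sal vs. Tat−/Sal the real split, with 3 genes, was also the only one (1 of 100, largest other count 1). Splits in Tat+/Meth vs. Tat+/Sal and Tat+/Meth vs. Tat−/Sal gave up to 36 and 4 genes. A count of 3 is within what splits of those arrays gave, so chance stays open for it. For Tat+/Meth vs. Tat+/Sal and Tat+/Meth vs. Tat−/Sal, where limma called 0 (1838 and 1177 at unadjusted *p* under 0.05), every split must give as many (100 of 100), so the splits do not show whether chance can be excluded.

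A difference of slide 1 is a candidate explanation. The log2 signal of the bright corner spots there minus that on the other slides was −2.38, and of 8 spike-in probes detected 4 lay outside the range of the other slides, by −1.3 (n9) to 0.32. Over all 8 the differences spread by 1.67, against 0.21 between slides 3 and 2, so no single factor per array removes them; after scaling 2 remained outside. Slides as such did not differ as much: between the 3 Tat+/Meth arrays of slide 2 and the 2 of slide 3, limma called 0 genes (612 at unadjusted *p* under 0.05), and with the 15 arrays of both slides also 0 (702), with 3 genes at adjusted *p* under 0.05 and less than 2-fold (Cbx7, Cox17 and 1700071K01Rik). Within a slide, exact permutation tests of control spots between groups gave 0 of 17 under 0.05 on slide 2 and 1 of 17 on slide 3. On slide 3 the smallest *p* this test can give is 0.048, so its count says little on whether groups differ. On the arrays slide 1 and Meth in Tat− mice cannot be told apart, because that slide holds no other group. An effect of Meth stays open.

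A lower signal of all dim probes on slide 1 was argued against. The 178 olfactory, vomeronasal and taste receptors had a median of −1.46 in Tat−/Meth vs. Tat−/Sal, and 10000 lists matched on signal averaged 0.09 (−0.14 to 0.27); 66.3% were called lower, against 14.9%. With normexp, where more of these genes are tested, the median was 0.42. The 25 keratin-associated proteins and beta-defensins had −0.8 against 0.11 (−0.39 to 0.43), with 44% against 12.5% called lower, and 0.38 with normexp. These were the only families to pass camera with an estimated correlation in that comparison (adjusted *p* 0.0017 and 0.0238). By signal, 21% of 1720 genes under 7 log2 units were called lower, 9.3% from 7 to 9, 4.1% from 9 to 11, 2.6% from 11 to 13 and 3.4% above 13.

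Another dissection of the Tat−/Meth samples, as a source of changes above 2-fold, was argued against by the 35 markers of striatum, cortex, choroid plexus and oligodendrocytes. Their medians in Tat−/Meth vs. Tat−/Sal were 0.05, −0.17, 0.26 and 0.05, all negative without scaling; the largest, 0.26, is far from 2-fold, and no marker was called (in Tat+/Meth vs. Tat−/Meth 1 was). Relative to each other the medians spread over 0.43, against 0.14 to 0.32 in the other comparisons.

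Differences of single probes stay open. Of 1034 called genes 145 have a second probe, and 12.4% of these second probes were called in the same direction, more than the 3.5% of all second probes but far from most. Their median change in the gene's direction was −0.03, and 49% moved the same way. Where the second probe was well above background on all 20 arrays, the brightest probe changed by a median of 1.61 and the second by −0.03. No such limit was set for the brightest probe. For Tat+/Meth vs. Tat−/Meth it was 27 of 167 (16.2% against 3.8%). Second probes can hit other transcripts, so a difference of single probes between slides and a change of single transcripts cannot be told apart.

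For Tat+/Sal vs. Tat−/Sal a difference between slides 3 and 2, on which these groups lie, is a candidate explanation. The 3 called genes were also lower on slide 3 than on slide 2 among the Tat+/Meth arrays, by a median of −0.76 (Bex6 −0.76, Cox17 −0.95, Abhd3 −0.66), and in each the arrays of the 2 slides do not overlap. So were Cbx7 (−0.87) and Lingo1 (−0.65), while Bcam did not move (−0.03). Of the 214 genes at adjusted *p* under 0.05, 79.9% differed between the slides in the direction of the change with Tat, by a median of 0.07 against a change of 0.32. Slide could be fitted as a block, because Tat+/Meth arrays lie on both slides. The changes with Tat were then −0.962 for Bex6, −0.286 for Cox17, −0.536 for Abhd3, −0.113 for Cbx7, −0.284 for Lingo1 and 0.657 for Bcam, at adjusted *p* of 0.872 to 0.912. An effect of Tat stays open, because this fit takes the difference between the slides from 3 and 2 arrays.

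The anticorrelation of the 2 comparisons does not come from shared arrays alone: simulations without any group difference gave −0.501, against the observed −0.962. Those that gave Tat−/Meth its observed difference and Tat−/Sal and Tat+/Meth 1 mean reached −0.972. This is consistent with shared Tat−/Meth arrays that differ from both groups, whether by slide or by Meth. A reversal of the effect of Meth by Tat would give such values too.

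Values of further families follow. The 8 astrocyte markers had a median of 0.25 in Tat−/Meth vs. Tat−/Sal (camera adjusted *p* = 0.342, fry 5.79e-07), 3 sex genes 0.27 (0.572, 0.00076), 7 red blood cell markers 0.23 (0.812, 0.421) and 11 immediate early genes 0.21 (0.681, 0.14), all negative without scaling. The immediate early genes had a median of 0.2 in Tat+/Meth vs. Tat+/Sal (camera 0.00575, fry 0.353) and of 0.106 in Tat+/Meth vs. Tat−/Sal (camera 0.0386, fry 0.746), positive under each scaling. The cytosolic ribosomal proteins had 0.06 in the latter, 73 of 83 higher (camera 8.55e-09, fry 0.677, −0.023 without scaling), and 0.045 in Tat+/Sal vs. Tat−/Sal (camera 0.00236, fry 0.681), −0.019 with quantile normalization and −0.103 without scaling. Also past camera and not fry were the receptors (0.152, camera 0.00177, −0.034 with normexp) and striatum markers (−0.128, 0.0254) in Tat+/Meth vs. Tat+/Sal and the keratin-associated proteins with beta-defensins in Tat+/Meth vs. Tat−/Sal (0.113, 0.0386). No gene encoded in mitochondrial DNA was tested.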
